# Transcriptomic and proteomic analyses of core metabolism in *Clostridium termitidis* CT1112 during growth on α-cellulose, xylan, cellobiose and xylose

**DOI:** 10.1186/s12866-016-0711-x

**Published:** 2016-05-23

**Authors:** Riffat I. Munir, Victor Spicer, Oleg V. Krokhin, Dmitry Shamshurin, XiangLi Zhang, Marcel Taillefer, Warren Blunt, Nazim Cicek, Richard Sparling, David B. Levin

**Keywords:** *Clostridium termitidis*, RNAseq, Quantitative proteomics, Biofuel, CAZymes, Metabolism

## Abstract

**Background:**

*Clostridium termitidis* CT1112 is an anaerobic, Gram-positive, mesophilic, spore-forming, cellulolytic bacterium, originally isolated from the gut of a wood feeding termite *Nasusitermes lujae*. It has the ability to hydrolyze both cellulose and hemicellulose, and ferment the degradation products to acetate, formate, ethanol, lactate, H_2_, and CO_2_. It is therefore ges in gene and gene product expression during growth of *C. termitidis* on cellobiose, xylose, xylan, and α–cellulose.

**Results:**

Correlation of transcriptome and proteome data with growth and fermentation profiles identified putative carbon-catabolism pathways in *C. termitidis*. The majority of the proteins associated with central metabolism were detected in high abundance. While major differences were not observed in gene and gene-product expression for enzymes associated with metabolic pathways under the different substrate conditions, xylulokinase and xylose isomerase of the pentose phosphate pathway were found to be highly up-regulated on five carbon sugars compared to hexoses. In addition, genes and gene-products associated with a variety of cellulosome and non-cellulosome associated CAZymes were found to be differentially expressed. Specifically, genes for cellulosomal enzymes and components were highly expressed on α–cellulose, while xylanases and glucosidases were up-regulated on 5 carbon sugars with respect to cellobiose. Chitinase and cellobiophosphorylases were the predominant CAZymes expressed on cellobiose. In addition to growth on xylan, the simultaneous consumption of two important lignocellulose constituents, cellobiose and xylose was also demonstrated.

**Conclusion:**

There are little changes in core-metabolic pathways under the different carbon sources compared. The most significant differences were found to be associated with the CAZymes, as well as specific up regulation of some key components of the pentose phosphate pathway in the presence of xylose and xylan. This study has enhanced our understanding of the physiology and metabolism of *C. termitidis*, and provides a foundation for future studies on metabolic engineering to optimize biofuel production from natural biomass.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-016-0711-x) contains supplementary material, which is available to authorized users.

## Background

Increases in energy demand, high oil prices, and concerns over climate change are the main driving forces behind renewable alternative fuels [1]. Microbial conversion of sugars, derived from biomass, into biofuels through consolidated bioprocessing (CBP) is a potential alternative to fossil fuels [2]. In CBP, enzyme production, biomass hydrolysis, and biofuel production are all carried out in a single step. However, biomass recalcitrance and low biofuel yields are major challenges that need to be overcome for efficient conversion of biomass derived sugars.

While the genome of an organism can suggest metabolic potential and putative pathways associated with metabolism, high throughput “omics technologies” such as transcriptomics and proteomics [3] provide insights into the selection of genes used for metabolism under specific growth conditions and have been used to understand the genetic and the central carbon metabolism mechanisms for the production of desired end-products in various cellulolytic clostridia cultured on different substrates [4–8]. In addition, studies have previously suggested that *C. thermocellum* modulates cellulosomal subunit composition to better suit the organism’s needs for growth under different conditions [9]. More recently, transcriptome analysis of *C. cellulolyticum* cultured on different substrates [10] revealed substrate specificity of carbohydrate active enzymes (CAZymes) and the transcriptional regulation of core cellulases by Carbon Catabolite Repression (CCR). Under glucose, core cellulases were highly expressed at both transcript and protein levels suggesting that glucose acts as a CCR inhibitor instead of a trigger. Such studies are vital and can be exploited for process and genetic engineering for more effective industrial biofuel production.

*Clostridium termitidis* CT1112 is an anaerobic, Gram-positive, mesophilic, spore-forming, cellulolytic bacterium that has been used previously to study its potential as a candidate for CBP [11, 12]. It can use both simple and complex carbohydrates to carry out mixed-product fermentation, producing acetate, formate, ethanol, H_2_, and CO_2_. The *C. termitidis* genome (GenBank accession number AORV00000000) encodes a variety of carbohydrate-active enzymes (CAZymes), which are spread across various CAZy families. This highlights the potential ability to produce a wide variety of enzymes needed to breakdown different types of complex biomass. In addition, bioinformatic analyses revealed the presence of sequences for cellulosome components (putative dockerin domains, cohesin domains and cellulosome gene clusters), suggesting cellulosome assembly [13]. Cellulosomes have been shown to be highly efficient nano-machines for deconstructing cellulosic substrates [14–17]. We have recently shown that the proteomes of putative cellulosomal enzymes were up regulated in *C. termitidis* cultured on α-cellulose compared to cellobiose [18]. This suggests that, as with other anaerobic cellulolytic bacteria*, C. termitidis* also requires the use of cellulosomes to deconstruct complex polysaccharides such as cellulose [1, 19–22]. No studies however, have been reported so far on the expression of genes involved in *C. termitidis* substrate hydrolysis and metabolism.

In this study, *C. termitidis* was cultured on lignocellulose derived simple and complex carbohydrates: cellobiose, xylose, xylan, and α–cellulose as sole carbon sources. RNA seq transcriptome profiles (next generation sequencing to identify and quantify RNA in biological samples) and 4-plex 2D HPLC-MS/MS quantitative (iTRAQ) proteomic profiles were analyzed to identify the genes involved in substrate degradation, cellodextrin transport and end product synthesis related genes. Identification of these genes is important in understanding the metabolic networks of *C. termitidis* and could be valuable engineering targets for improving biomass to biofuel production.

## Results and discussions

### Growth and end-product synthesis

Cell growth of *C. termitidis*, based on OD_600_ values, protein concentration, substrate consumption and end-product formation during growth on the four substrates (2 g/L each of cellobiose, xylose, α-cellulose and beechwood xylan), is shown in Fig. 1 and Additional file 1. Because cells used for various inoculations were grown on the same medium with the same substrate, no lag in growth was observed under all conditions tested. *C. termitidis* remained in exponential phase for up to approximately 80 h on α-cellulose. On both xylan and cellobiose the cells were in exponential phase for up to approximately 20 h, and up to 24 h on xylose. The generation times, calculated based on growth in exponential phase, were 19.5 h per generation for α-cellulose, 4.7 per generation for cellobiose, and 4.8 h per generation for xylose. In the case of xylan, a generation time of 5.5 h was observed, a value which is more comparable to those reported for soluble substrates.

**Fig. 1:**
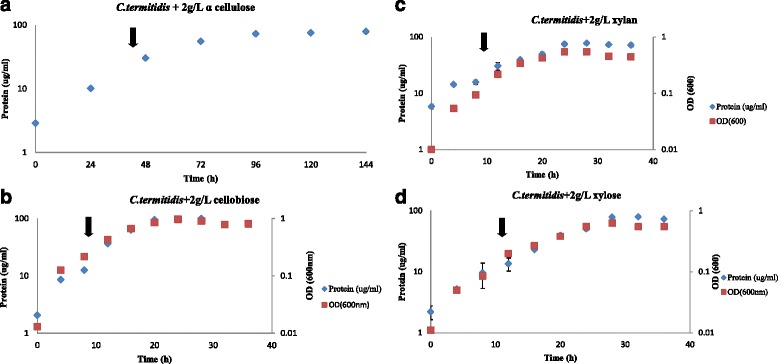
Growth curves for *C. termitidis* cultured on 2 g/L each of α-cellulose (**a**), cellobiose (**b**), xylan (**c**) and xylose (**d**). Arrows indicate the time points sampled for proteomics and transcriptomic analysis. Error bars too small to be visible

Hydrogen, CO_2_, lactate, formate, acetate and ethanol were identified as the major fermentation end-products and their synthesis patterns correlated with cell growth under all conditions (Additional file 1). In cultures containing cellobiose or xylose, acetate, and formate were the major soluble end products. Acetate, formate and lactate production increased sharply with a drop in pH. However, in cultures containing insoluble substrates (α-cellulose and xylan), acetate was the dominant soluble end-product during late exponential phase and stationary phase of growth. Overall average carbon recovery for xylose and cellobiose was 0.87 and 0.89 respectively. Oxidation:reduction ratios for α-cellulose, cellobiose, and xylose were calculated to be 0.96, 0.93, and 0.87, respectively, indicating that most of the major end-products were accounted for. The carbon balance for xylan cultures could not be completed due to lack of adequate quantification methodology. Samples for proteomics and RNA sequencing were taken at exponential phase of growth as indicated by the arrows in Fig. 1.

### RNA sequencing and proteomics (Overall findings)

RNA sequencing and iTRAQ 2D-HPLC MS/MS were carried-out with *C. termitidis* cultures under 4 different substrate conditions, to identify changes in gene and protein (gene product) expression profiles, respectively. 

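The RNA of *C. termitidis* came from 8 cultures: 2 biological replicates on each of 4 substrates (cellobiose, xylose, α-cellulose and xylan, at 2 g/L and 37 °C), sampled in exponential phase. No batch, lane or date of sequencing is given with the samples or in the paper, so batches could not be examined beyond the replicate numbers. The authors counted exact 100-mer alignments of the Illumina reads to each annotated gene with an in-house alignment engine. The deposited value of a gene is the log2 of its summed count, to 2 decimals, corrected neither for library size nor for gene length, and blank where no alignment was counted. Converted back to counts, within the rounding of the log2 values, replicates 1 and 2 summed to 6729660 and 6560738 alignments on cellobiose, 7510989 and 6979622 on xylose, 6360978 and 6628158 on α-cellulose, and 7142127 and 5133765 on xylan. Each sample lists 5307 genes, and from 94.97 % of them (xylan, replicate 2) to 98.06 % (α-cellulose, replicate 2) had at least 1 count. A single gene, Cter_3944, held from 10.5 to 18.4 % of a sample's total on cellobiose, xylose and xylan; on α-cellulose Cter_3680 held 12.1 and 11.3 %. The 10 genes with the highest counts together held from 30.6 to 41.9 %, so a total depends on few genes. Between 107 and 181 genes per sample had exactly 1 count; ratios of such genes are poorly determined at this depth.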

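Fold changes between substrates were computed from these log2 values with limma (trend), all 8 samples in 1 fit, for the 5192 genes with at least 2 counts in at least 2 samples. This was the fallback written before the files arrived, for the case that they held log2 values. Setting blanks to 0 was decided after the files arrived. Each sample was first centred on the median of its differences from the mean of the samples; these shifts on the log2 scale were −0.03 and −0.03 on cellobiose, 0.04 and −0.02 on xylose, 0.22 and 0.37 on α-cellulose, and −0.05 and −0.52 on xylan (replicates 1 and 2). Log2 fold changes are given with the SE of the fit and the Benjamini-Hochberg adjusted p over all tested genes, and "changed" means an adjusted p under 0.05. Expression values are the mean ± SD of the uncentred log2 counts of the 2 replicates, so a fold change is not exactly the difference of a pair of printed means. Abundance ranks compare genes of different lengths without correction. The paper's Znet scores were computed again from the same values by the Z-score procedure of its Methods for genes with at least 2 counts in all 4 samples compared. The 4 substrates separated in a principal component analysis: the first component (56.3 % of the variance) set α-cellulose apart from the other substrates, and the fourth (6.5 %) separated the replicate numbers of xylose and xylan.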

For RNA, linear regression analysis of log2 of the sum of 100-mer alignment elements shows good correlation (*R*^2^ > 0.9) between biological replicates under all conditions tested (Additional file 2). 

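Over genes with at least 2 counts in both replicates, the squared Pearson correlation of the log2 values between replicates was 0.976 on cellobiose, 0.943 on xylose, 0.958 on α-cellulose and 0.938 on xylan. These are correlations across genes within pairs of samples, and genes are not independent replicates, so no p is given. The largest shifts came from taking every gene as log2(count + 1), to 0.946 on xylan, and from a minimum of 10 counts, to 0.935 on xylose; no alternative brought a substrate under 0.933, the xylan value with that minimum. From such correlations, the paper proposes that the 2 replicated experiments were highly reproducible.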

This suggests a high degree of reproducibility between the two independently replicated experiments with respect to stability, sample preparation, sequencing, and analysis. Furthermore, scatter plot analysis of intra-replicate and across state (between substrates) RNA Z-scores indicated differences in gene expression when moving from one state to another. However, very little variation was observed between biological replicates (Additional file 3).

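The SD across genes of the log2 differences between replicates of 1 substrate (noise) was 0.59 for the pair xylose and cellobiose, 0.52 for α-cellulose and cellobiose, and 0.59 for xylan and cellobiose. Between substrates, the SD of the log2 differences (signal) was 0.99, 1.52 and 1.15 in the same order. Restricting the genes to those with at least 10 counts in all 4 samples lowered the α-cellulose signal SD most, to 1.37. The spread between substrates thus exceeded the spread between replicates in each of the 3 comparisons, which is the contrast the paper draws from its scatter plots. Replicates are paired by number in the paper's method, and the labels give that number. As a check of the pairing, the deviations of replicates with the same number were correlated across genes, which are not independent replicates: r was −0.06 for cellobiose and xylose, −0.01 for cellobiose and α-cellulose, 0.02 for cellobiose and xylan, 0.08 for xylose and α-cellulose, 0.10 for α-cellulose and xylan, and 0.34 for xylose and xylan.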

Overall, of the 5389 total genes encoded by the *C. termitidis* genome, differential RNA seq analysis successfully aligned approximately 95 % of the genes in the various substrates, indicating that RNA seq analysis achieved a comprehensive coverage of the *C. termitidis* transcriptome.

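Of the 5307 genes listed per sample, 97.9 % on cellobiose, 98.0 % on xylose, 98.9 % on α-cellulose and 97.7 % on xylan had at least 1 count in either replicate. Over all 8 samples, 5293 genes (99.7 %) were counted at least once, 4804 (90.5 %) in every sample, and 14 in none. The definition of a detected gene moved these shares more than the substrate did: at least 2 counts in both replicates left 90.7 % on cellobiose, 91.9 % on xylose, 94.1 % on α-cellulose and 90.1 % on xylan. The paper takes its share of aligned genes as comprehensive coverage of the transcriptome.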

For proteomic data analysis, 278,048 MS/MS spectra identified 95,934 peptides (22,518 non-redundant) spanning 2345 proteins with expectation values log(e) < −10 (a 1-in-10-billion probability that the proteins identified have a better random answer). Even though RNA seq and proteomics offered different degrees of gene access, overall analysis showed a similar trend in gene and gene product expression (TIC and RNAseq expression values for a particular gene). The log2 expression values of RNA seq and proteomic data largely correlated with each other, with R^2^ values ranging between 0.3 and 0.37 (Additional file 4). 

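The protein values are the paper's own total ion counts, read from the part of Additional file 6 at hand; the RNA values are those of the samples analysed here. Across genes with both, the squared Pearson correlation of the log2 values was 0.333 on cellobiose (879 genes), 0.318 on xylose (878 genes), 0.288 on α-cellulose (880 genes) and 0.328 on xylan (865 genes). These correlations run across genes, which are not independent replicates. With replicate 2 alone in place of the mean of both, the xylan value became 0.306, the largest shift of any alternative. On the strength of the correlation, the paper uses the proteome to back up the transcriptome where proteins are abundant enough.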

This suggests that while the full depth of the differential analysis was best achieved with the transcriptomic data, the proteomic data could be used to supporting/ confirming the transcriptomic data, provided the proteins detected were sufficiently abundant. While data obtained from both technologies is presented, RNA sequencing data was mainly used for analysis with the proteomics data only used for confirmation/supporting purposes. The overall biological signal to systematic noise ratio of RNAseq analyses under four experimental conditions is presented in Additional file 5. Differences observed were more pronounced between α–cellulose vs cellobiose, followed by xylan vs cellobiose. 

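The ratio of signal SD to noise SD over all scored genes was 2.90 for α-cellulose against cellobiose, 1.94 for xylan and 1.69 for xylose. In the limma fit, 1651 of 5192 genes changed on α-cellulose (658 of them down), 348 on xylan (204 up, 144 down) and 242 on xylose (102 up, 140 down), each against cellobiose with 2 replicates per substrate. The median absolute log2 fold change of the tested genes was 0.71, 0.45 and 0.36 in that order. Across the 8 fits that each left out a sample, from 837 to 1761 genes changed on α-cellulose, from 146 to 437 on xylan and from 104 to 271 on xylose. The count for α-cellulose was the highest in each of them, but without replicate 2 of xylan the order of the other comparisons turned around, with 243 genes on xylan and 268 on xylose. The paper reads the differences between substrates as most pronounced on α-cellulose, followed by xylan.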

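For xylose against cellobiose, 242 of 5192 genes changed in limma, and 139 of the 140 that fell and all 102 that rose did so at least 2-fold. Scaling each sample by its total count gave 252 genes, and fitting only the xylose and cellobiose samples gave 229. The difference from xylan, with 348 genes, was not tested as such, and the ranges of the fits without a sample overlap (104 to 271 for xylose, 146 to 437 for xylan). Xylan against xylose, a comparison the paper does not make here, gave 187 changed genes, and 221 with the replicate block, tried for this comparison after seeing the data.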

Xylose and cellobiose showed the least differential expression variation. The RNA seq expression values, TIC values, Znet scores, and S/N ratios on a single gene level identified in *C. termitidis* cultured under various substrate conditions is provided in Additional file 6.

An overview of the relative changes in expression, observed in the outermost 10 % of the populations (Z-scores magnitudes ≥ 1.65) is given in Table 1. 

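With the Z-score procedure of the paper's Methods, 241 of 4735 scored genes (5.1 %) had an absolute Znet of at least 1.65 on xylose (112 up, 129 down), 330 of 4735 (7.0 %) on α-cellulose (263 up, 67 down) and 195 of 4660 (4.2 %) on xylan (107 up, 88 down). Among these, 186 genes on xylose (77.2 %), 328 on α-cellulose (99.4 %) and 181 on xylan (92.8 %) also had a limma adjusted p under 0.05, none with the opposite sign. Conversely, 1323 of the 1651 genes changed on α-cellulose by limma did not reach a Znet of 1.65, against 56 of 242 on xylose and 167 of 348 on xylan. Znet is scaled to the spread of each comparison, so the same cutoff asks for a larger fold change on α-cellulose. Among the alternatives set beforehand, a minimum of 10 counts moved the xylose count most, to 183 genes, and keeping all genes as log2(count + 1) the α-cellulose count, to 382. The authors paired replicates by number, as the labels do, and the pairing check across genes gave r from −0.06 to 0.34; with the replicate block in the limma fit, 294 genes changed on xylose, 1790 on α-cellulose and 442 on xylan.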

Genes and proteins were grouped according to their respective COG designation to identify responses to changing substrate conditions. The most pronounced changes, in terms of number of genes/proteins affected, were observed in COG Class G (Carbohydrate Metabolism and Transport). Members in this category are predominantly involved in the degradation and metabolism of lignocellulosic substrates, and thus there were more up-regulated members than down-regulated in the substrates tested compared to cellobiose. Other categories that were also well represented, with 10 or more members under specific substrate conditions, include COG classes M (Cell wall/membrane/envelope biogenesis), E (amino acid transport and metabolism), Q (Secondary metabolites biosynthesis, transport and catabolism), R (General function prediction), and S (Function unknown).

**Table 1:** Number of genes and proteins in COG classes up- and down-regulated^a^ on various substrates compared to cellobiose

COG class	Description	Xylose vs cellobiose genes		Xylose vs cellobiose proteins		Xylose vs cellobiose (overlap of genes and proteins)		α-cellulose vs cellobiose genes		α-cellulose vs cellobiose proteins		α-cellulose vs cellobiose (overlap of genes and proteins)		Xylan vs cellobiose genes		Xylan vs cellobiose proteins		Xylan vs cellobiose (overlap of genes and proteins)	
		Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up
C	Energy production and conversion	3	1				1	2	1	3	1	2	2	3	1	2	0	1	1
D	Cell cycle control, cell division, chromosome partitioning	2	0					1	2										
E	Amino acid transport and metabolism	8	14	2	4	1	4	4	8	0	3	1	1	4	0	2	0	2	1
F	Nucleotide transport and metabolism							0	2										
G	Carbohydrate transport and metabolism	11	32	3	23	7	27	5	28	3	20	1	33	7	40	5	24	7	40
H	Coenzyme transport and metabolism	4	3					1	6	0	2		3	2	0			1	3
I	Lipid transport and metabolism	7	1	2	0	1		1	3	1	2	1	1	4	0	4	0	3	
J	Translation, ribosomal structure and biogenesis									4	1	1							
K	Transcription	6	1			1	4	4	6	1	3	1	2	1	2	3	1	1	1
L	Replication, recombination and repair	3	1			1													
M	Cell wall/membrane/envelope biogenesis	3	1					1	15	1	9	1	4	1	2				
N	Cell motility							3	1	2	1	1							
O	Posttranslational modification, protein turnover, chaperones	2	1					3	4	2	5	1	4						
P	Inorganic ion transport and metabolism	2	4	2	1		1	1	4			1	1	2	0				
Q	Secondary metabolites biosynthesis, transport and catabolism	19	1	6	0	5		1	7	2	0	1	1	15	0	7	0	5	2
R	General function prediction only	6	9	3	2	1	3	3	17	1	4	1	5	2	7	3	2	2	6
S	Function unknown	6	0	0	3			1	11	3	4			2	1	3	0		
T	Signal transduction mechanisms	2	5				2	3	4	3	1	1	1	0	3				1
U	Intracellular trafficking, secretion, and vesicular transport	2	0					2	0										
V	Defense mechanisms							2	3	2	0		1						
TOTAL		86	74	18	33	17	42	38	122	28	56	14	59	43	56	29	27	22	55

Overlap of differentially expressed genes and proteins with Z-score magnitudes of ≥ 1.65 were manually assessed and do not include genes in category S and hypotheticals

^a^Up- and down-regulation enumeration uses Z-scores with magnitudes ≥ 1.65, approximately representing outermost 10 % of the population

### Cellulose and hemicellulose degradation and transport

#### Transcription of cellulosomal components

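All 33 cellulosomal genes of Table 2 were counted in each of the 8 samples, so each was detected on every substrate at this depth. Their median expression was 5.57 log2 counts on cellobiose, 5.02 on xylose, 10.61 on α-cellulose and 4.56 on xylan (mean of 2 replicates per gene). The lowest value was 0.50 for Cter_0526 on xylan, where the replicates had 1.00 and 0.00 log2 counts.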

Analysis of the *C. termitidis* CT1112 genome has so far revealed the presence of 33 cellulosomal genes, which were all transcriptionally identified in the current study (Table 2). The cellulosomal enzymes detected have diverse putative endo- and exo-glucanase activities against a variety of biomass components and includes cellulases, xylanases, mannase, polysaccharide lyases, and esterases. Similar to our previous study [18], the overall Znet-score values suggest that the cellulosome associated genes (R1) and proteins (P1) were significantly up-regulated on α–cellulose vs cellobiose as compared to other substrates. 

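Against cellobiose, 32 of the 33 cellulosomal genes rose on α-cellulose (median log2 fold change 4.65, range 0.54 to 7.75; limma, 2 replicates per substrate). The gene that did not pass was Cter_5022, with 0.54 ± 0.24 (SE, n = 2 per substrate, adjusted p = 0.12). On xylose 3 of the 33 fell and none rose (median −0.66), and on xylan 2 fell and none rose (median −0.51). By Znet, 29 of the 33 were past 1.65 on α-cellulose, 7 were past −1.65 on xylose, and none was past it in either direction on xylan. The xylan count depended on the Z-score setting. It was 3 with the mean of the 2 cross-state Z-scores, and 1 with replicates paired crosswise or a minimum of 10 counts. On xylose a minimum of 10 counts left 4 genes. A camera test of the set against all other genes, 1 of 12 such tests adjusted together, gave an adjusted p of 1.2e-23 for α-cellulose (up), 3.8e-06 for xylose (down) and 9.3e-05 for xylan (down), assuming a correlation of 0.01 between genes. The cellulosomal genes move together, and this assumption matters most here: with the correlation estimated from the set, the adjusted p became 0.34, 0.67 and 0.67. Leaving out any one of the 4 samples compared kept from 31 to 32 of the 33 genes changed on α-cellulose. From the rise on α-cellulose, the paper concludes that the cellulosome is crucial for the hydrolysis of cellulosic substrates.

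**Figure D1:**
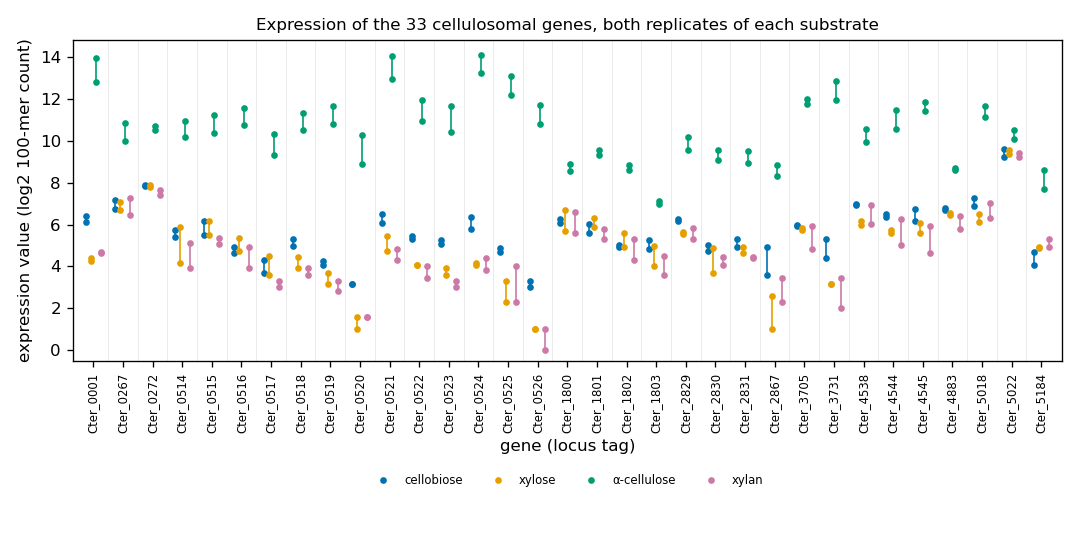
Expression of the 33 cellulosomal genes of Table 2 on each substrate. Each point is the log2 100-mer count of a replicate, and a line joins the 2 replicates of a substrate.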

This indicates that, as with other cellulosome forming cellulolytic bacteria such as *C. thermocellum*, the cellulosome system of *C. termitidis* is crucial for substrate hydrolysis, and perhaps the main contributor in the degradation of cellulosic substrates by *C. termitidis*. 

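On α-cellulose Cter_0524 had 13.66 ± 0.62 (SD, n = 2) log2 counts and Cter_0521 had 13.50 ± 0.76, followed by the cohesin gene Cter_0001 with 13.38 ± 0.80 and by Cter_0525 with 12.62 ± 0.66. The gaps among the first 3 are smaller than the SD of any of them, though their order was the same in each replicate: among all genes Cter_0524 ranked 38 and 91, Cter_0521 40 and 110 and Cter_0001 49 and 131 in replicates 1 and 2. Taking replicate 2 alone thus moved the rank of Cter_0524 from 61 to 91. Against cellobiose the log2 fold change was 7.26 ± 0.37 (SE, n = 2 per substrate, adjusted p = 1.4e-06) for Cter_0524 and 6.88 ± 0.42 (adjusted p = 3.5e-06) for Cter_0521. Without replicate 2 of α-cellulose these became 7.78 and 7.51, the largest shift of any alternative. The paper regards the pair as the major cellulosomal cellulases.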

Furthermore, the major cellulosomal cellulases - exoglucanases Cter_0524 (GH 48) and Cter_0521 (GH 9) - were the two most abundantly expressed cellulosomal transcripts identified on α–cellulose. GH48 (CelS) and GH9 (CbhA) have been similarly reported to be among the highly expressed genes in *C. thermocellum* cultured on insoluble cellulosic substrates [4, 5]. Endoglucanases Cter_0519 (GH5), Cter_0523 (GH8), Cter_4545 (GH9), and Cter_0522 (GH9) were also among the top 10 highly abundant carbohydrate active enzyme genes on α–cellulose (RNA expression values >11). 

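Expression on α-cellulose was 11.64 ± 0.31 (SD, n = 2) log2 counts for Cter_4545, 11.45 ± 0.70 for Cter_0522, 11.22 ± 0.59 for Cter_0519 and 11.05 ± 0.88 for Cter_0523. Their ranks depend on the list used. Among the 84 CAZyme and cellulosomal genes that the tables and text list, of which 17 had a mean of at least 11, they ranked 9, 12, 15 and 17 in that order. Under lists chosen after seeing the data, the ranks were 6, 9, 11 and 13 among the 78 genes left without the 5 cohesin genes and a regulator, and 4, 5, 7 and 9 among the 28 cellulosomal genes without the cohesin genes. They also differ between replicates: in the list of 84, Cter_0523 ranked 10 in replicate 1 and 23 in replicate 2. All of them rose against cellobiose, by a log2 fold change of 6.73 ± 0.40 (SE, n = 2 per substrate, adjusted p = 3.3e-06) for Cter_0519, 5.56 ± 0.47 (adjusted p = 2.5e-05) for Cter_0523, 4.87 ± 0.37 (adjusted p = 1.1e-05) for Cter_4545 and 5.73 ± 0.38 (adjusted p = 5.2e-06) for Cter_0522. Leaving out replicate 2 of α-cellulose moved Cter_0523 most, to 6.26.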

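The 5 cohesin genes rose on α-cellulose against cellobiose: the log2 fold change was 7.75 ± 0.46 (SE, n = 2 per substrate, adjusted p = 3.3e-06) for Cter_0526, 7.52 ± 0.51 (adjusted p = 6.1e-06) for Cter_0525, 7.24 ± 0.48 (adjusted p = 5.3e-06) for Cter_3731, 6.79 ± 0.40 (adjusted p = 3.2e-06) for Cter_0001 and 6.10 ± 0.54 (adjusted p = 3.3e-05) for Cter_0520. Expression on α-cellulose was 13.38 ± 0.80 (SD, n = 2), 12.62 ± 0.66, 12.40 ± 0.65 and 11.23 ± 0.64 log2 counts for Cter_0001, Cter_0525, Cter_3731 and Cter_0526, each in the top 10 % of genes. Cter_0520 had 9.59 ± 0.99 and lay in the top 19.1 %. Its fold change also depended most on a single sample, from 5.33 to 6.88 across the 4 fits that each left out one of the samples compared.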

All the non-catalytic cohesion domain containing cellulosomal genes (Cter_0001, Cter_3731, Cter_0520, Cter_0525, Cter_0526) were similarly up-regulated on α–cellulose and were among the highly expressed genes on a transcriptional level (Additional file 6).

**Table 2:**
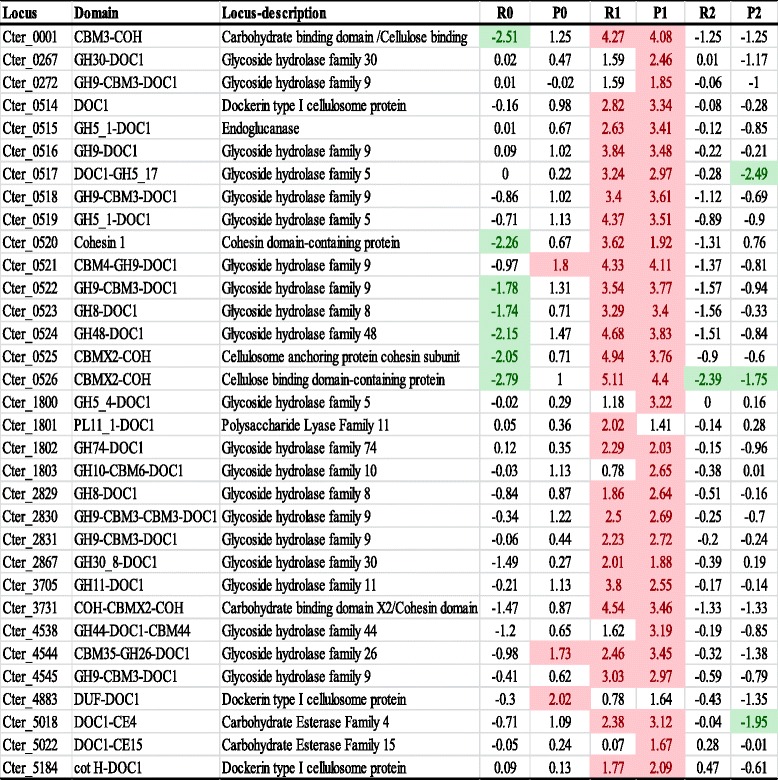
Znet-scores (normalized differential values) of putative cellulosomal genes identified in *C. termitidis* cultured under various substrate conditions and compared to cellobiose

Transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. Proteomic Z-scores Pnet are represented as: (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. Z-scores of ≥1.65, up regulated in the corresponding substrate with respect to cellobiose are highlighted in red. Z-scores of ≤ −1.65, down regulated in the corresponding substrate with respect to cellobiose are highlighted in green. For any protein or RNA transcripts, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate. For any protein or RNA transcripts, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate. DUF: domain of unknown function; Cot H: spore coat protein H; DOC1: dockerin type 1; COH: cohesion domain

Of the 33 cellulosomal genes, four gene clusters were identified which include: (i) an approximately 20 kbp cellulosomal cluster (Cter_0514-Cter_0526), which is similar to the gene cluster that encodes major cellulosome components in other anaerobic, mesophilic, cellulosome-forming cellulolytic Clostridia, such as *C. cellulovorans* and the *cip-cel* cluster in *C. cellulolyticum* [23–25]; (ii) a second cluster of 4 genes (Cter_1800-Cter_1803), which mainly encodes putative hemicellulases (xylanases); (iii) a 3 gene cluster (Cter_2829-Cter_2831) with putative cellulase activities; and (iv) a 2 gene cluster (Cter_4544-Cter_4545) similar to Ccel_0752-Ccel_0753 cluster in *C. cellulolyticum* [10], with putative activities against mannans and cellulose. Interestingly, the hemicellulase cluster Cter_1800-1803, as with some other xylanases indicated below, was up-regulated on α–cellulose compared to xylan. 

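Directly against xylan, all 4 genes of the cluster rose on α-cellulose in limma, with log2 fold changes of 2.03 ± 0.37 (SE, n = 2 per substrate, adjusted p = 0.0022) for Cter_1800, 3.33 ± 0.28 (adjusted p = 2.6e-05) for Cter_1801, 3.34 ± 0.33 (adjusted p = 6.4e-05) for Cter_1802 and 2.42 ± 0.40 (adjusted p = 0.0014) for Cter_1803. Mean expression over the 4 genes ran from 7.04 to 9.44 log2 counts on α-cellulose and from 4.05 to 6.11 on xylan. Xylan did not differ detectably from cellobiose for any of the 4 genes. Scaling by total counts raised the fold changes most, that of Cter_1801 to 3.80. From the rise on α-cellulose, the paper proposes that *C. termitidis* targets 5 and 6 carbon sugars at the same time.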

This may putatively indicate the ability of *C. termitidis* to target both five and six carbon sugars simultaneously. The transcriptome Z-scores of xylose versus cellobiose (R0) were reversed in the proteome (P0), which showed up-regulation on xylose relative to cellobiose. However, the genes on these two substrates were expressed at very low levels and therefore do not indicate any significant changes.

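The median expression of the 33 cellulosomal genes was 5.02 log2 counts on xylose (range 1.00 to 9.46) and 5.57 on cellobiose (range 3.16 to 9.43), and none of the 33 was in the top 10 % of genes on either. In limma 3 genes changed on xylose against cellobiose, all downwards: Cter_0524 by −1.99 ± 0.37 (SE, n = 2 per substrate, adjusted p = 0.012), Cter_0001 by −1.98 ± 0.40 (adjusted p = 0.019) and Cter_0526 by −2.20 ± 0.46 (adjusted p = 0.022). Across the 4 fits without one of the samples compared, Cter_0524 ranged from −2.29 to −1.69, Cter_0001 from −2.11 to −1.85 and Cter_0526 from −2.36 to −2.04. The count of changed genes ranged from 0 with voom weights, an alternative chosen after seeing the data, to 5 with total count scaling. Because of the low levels, the paper attaches no significance to the differences between these substrates.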

#### Transcription of non-cellulosomal carbohydrate active enzymes

In addition to cellulosomal enzymes, the *C. termitidis* genome is known to harbor a variety of non-cellulosomal CAZymes, potentially required for hydrolysis of a variety of carbohydrates. Table 3 shows transcriptional Z-scores of non-cellulosomal CAZymes identified in the outer most 10 % of the population (standard deviation ≥ 1.65) on different substrates compared to cellobiose.

**Table 3:**
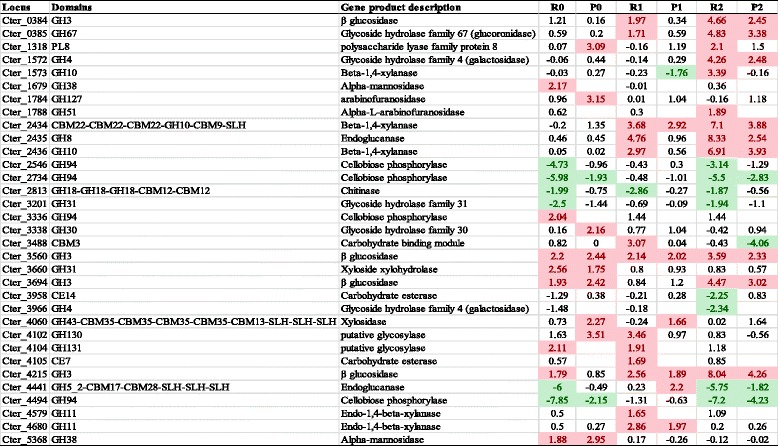
Znet-scores (normalized differential values) of highly expressed non-cellulosomal CAZymes identified in *C.termitidis* cultured under various substrates with respect to cellobiose

Values shown are limited to Z-scores with magnitudes outside ≥ 1.65 (representing outermost 10 % of the population) under any one substrate condition. Transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. Proteomic Z-scores Pnet are represented as: (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. Z-scores of ≥1.65, up regulated in the corresponding substrate with respect to cellobiose are highlighted in red. Z-scores of ≤ −1.65, down regulated in the corresponding substrate with respect to cellobiose are highlighted in green. For any protein or RNA transcripts, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate

The transcription of some non-cellulosomal CAZyme genes in *C. termitidis* appeared to be substrate-dependent. GH94 (cellobiose phosphorylases Cter_4494, Cter_2734, Cter_2546), GH31 (α-glucosidase Cter_3201), and multi-domain GH18 (Chitinase Cter_2813) were the top 5 highly expressed enzymes in cultures containing cellobiose and were relatively up-regulated on this substrate compared to other substrates. 

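On cellobiose the 5 most expressed of the 33 Table 3 enzymes were Cter_4494 with 12.73 ± 0.11 (SD, n = 2) log2 counts, Cter_2813 with 12.54 ± 0.07, Cter_2734 with 12.11 ± 0.28, Cter_2546 with 11.13 ± 0.17 and Cter_3201 with 9.54 ± 0.05. Against xylose and xylan all 5 were higher on cellobiose: the log2 fold changes ran from −6.04 to −1.79 on xylose and from −6.62 to −1.77 on xylan, with adjusted p from 2.1e-06 to 0.02 and from 6.6e-07 to 0.018 (limma, n = 2 per substrate). The weakest, Cter_2813, ranged from −2.14 to −1.45 on xylose and from −1.93 to −1.60 on xylan across the 4 fits without one sample. On α-cellulose Cter_4494 changed by −1.43 ± 0.30 (SE, n = 2 per substrate, adjusted p = 0.0059) and Cter_2813 by −4.06 ± 0.36 (adjusted p = 3.5e-05); for Cter_2734 (−0.66 ± 0.26, adjusted p = 0.082), Cter_2546 (−0.70 ± 0.47, adjusted p = 0.29) and Cter_3201 (−0.78 ± 0.28, adjusted p = 0.062) the difference did not pass 0.05 in the main fit. A fit of only the 2 substrates compared gave an adjusted p of 0.043 for Cter_2734 and 0.017 for Cter_3201, which also passed with quantile normalization (0.034) and voom weights (0.048), both added after seeing the data; Cter_2546 stayed above 0.05 under each alternative. On α-cellulose Cter_3201 passed 2.8, the paper's S/N cutoff for single genes, with 4.42. Cter_2734 (2.29) and Cter_2546 (1.81) did not pass it there. The largest shift by an alternative was that of Cter_2546 on xylose, to −4.85 without replicate 2 of xylose. Following work on *C. thermocellum*, the paper proposes a role of the phosphorylases in the intracellular cleavage of cellobiose.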

Cellobiose phosphorylases were also found to be the most abundantly expressed CAZymes in cellobiose cultures of *C. thermocellum* [6] and may be involved in intracellular phosporylytic cleavage of cellobiose and other cellodextrins.

Other non-cellulosomal CAZymes up-regulated in cultures containing other substrates compared to cellobiose included polysaccharide lyases, glucosidase, glucoronidase, endoglucanases, arabinofuranosidases, and xylanases. 

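Of the 33 enzymes of Table 3, 5 rose and 6 fell on xylose, 16 rose and 2 fell on α-cellulose, and 14 rose and 7 fell on xylan (limma, against cellobiose, n = 2 per substrate). Their log2 fold changes ranged from −6.04 to 2.65, from −4.06 to 6.89 and from −6.62 to 8.04 in the same order. The genes of Table 3 were chosen by the paper for a Znet past 1.65 on some substrate, so their changes are not an unbiased sample of its CAZymes. Without either replicate of cellobiose, the number changed on xylose went from 11 to 6, the largest shift among these counts.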

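Cter_4441 had 10.44 ± 0.44 (SD, n = 2) log2 counts on α-cellulose, in the top 11.3 % of genes, and 9.04 ± 0.19 on cellobiose. Its log2 fold change on α-cellulose was 1.08 ± 0.46 (SE, n = 2 per substrate, adjusted p = 0.1), not past 0.05. Of the alternatives, several brought it past 0.05: total count scaling (adjusted p = 0.033), the replicate block (adjusted p = 0.043), a fit of only the 2 substrates compared (adjusted p = 0.017) and, added after seeing the data, voom weights (adjusted p = 0.028). It passed in none of the 4 fits without one of the samples compared, where the log2 fold change ranged from 0.71 to 1.48. On xylose and xylan the log2 fold change of the gene was −4.97 ± 0.46 (adjusted p = 0.00015) and −5.53 ± 0.46 (adjusted p = 4.1e-05). The xylanase genes Cter_2434, Cter_2435 and Cter_2436 rose on α-cellulose by 5.38 ± 0.36 (adjusted p = 5.9e-06), 6.89 ± 0.28 (adjusted p = 5.5e-07) and 4.64 ± 0.28 (adjusted p = 3.5e-06), and on xylan by 6.94 ± 0.36 (adjusted p = 1.4e-06), 7.82 ± 0.28 (adjusted p = 2.1e-07) and 6.42 ± 0.28 (adjusted p = 6.3e-07). Of all these values, that of Cter_4441 on xylose moved most, to −5.59 without replicate 1 of xylose. Their expression on xylan was 11.89 ± 1.01 (SD, n = 2), 12.23 ± 0.64 and 12.82 ± 0.55 log2 counts.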

Multi-domain endo-glucanase GH5 (Cter_4441) was found in high abundance and up–regulated on α-cellulose, as were a number of xylanases including the xylanase cluster Cter_2434-Cter_2436, which was also highly expressed and up-regulated on xylan. Genome analysis showed that a gene (Cter_2433) adjacent to the cluster (Additional file 6) encodes for a putative fibronectin type-3 homology domain (Fn3). Fn3 proteins have been implicated in modifying cellulose surface and aid in its hydrolysis by *C. thermocellum* [26]. 

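Cter_2433 had 6.15 ± 0.11 (SD, n = 2) log2 counts on cellobiose, 9.73 ± 0.16 on α-cellulose and 6.78 ± 0.56 on xylan. It rose on α-cellulose, with a log2 fold change of 3.26 ± 0.28 (SE, n = 2 per substrate, adjusted p = 2.5e-05). On xylan the difference from cellobiose, 0.88 ± 0.28 (adjusted p = 0.095), did not pass 0.05 in limma. The neighbouring xylanase genes Cter_2434 to Cter_2436 rose by 4.64 to 6.89 on α-cellulose and by 6.42 to 7.82 on xylan. No fit without a sample took Cter_2433 past 0.05 on xylan (range 0.73 to 1.04). Its Znet on xylan was 0.68, under 1.65, but its S/N of 3.62 passed 2.8, the paper's cutoff for single genes. From a shared pattern of expression, the paper proposes an operon of Cter_2433 with the xylanase genes.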

Because of a similar pattern of expression, it is possible that Cter_2433 forms an operon with the xylanase cluster (Cter_2434-Cter_2436) and is thus expressed highly on both polysaccharides. Nevertheless, expression of hemicellulases under both cellulose and hemicellulose conditions suggests a probable means by which *C. termitidis* prepares for mining energy from natural insoluble substrates.

#### Regulation of carbohydrate active enzymes

Catabolite control protein A (CcpA) has been associated with carbon catabolite repression (CCR) in *Bacillus subtilis* [27, 28]. Analysis of the *C. termitidis* genome identified genes encoding a CcpA-dependent CCR. Four genes encoding putative histidine containing Hpr family of proteins Cter_1040, Cter_3631, Cter_4771 and Cter_4826 were identified. 

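All 4 Hpr genes and all 15 LacI family genes of Additional file 7 were counted on every substrate. For the LacI genes, median expression ran from 7.48 log2 counts on xylan to 8.30 on α-cellulose, and few changed against cellobiose: 2 fell on xylose, 2 rose and 1 fell on α-cellulose, and 1 rose and 1 fell on xylan (limma, n = 2 per substrate). Of the Hpr genes only Cter_1040 changed, on α-cellulose, by a log2 fold change of 2.26 ± 0.71 (SE, adjusted p = 0.036). It had 1.29 ± 0.41 (SD, n = 2) log2 counts on cellobiose and 3.88 ± 0.42 on α-cellulose. At so few counts the size of this change is poorly determined.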

In addition, BLAST analyses revealed the presence of 15 genes (assigned to COG 1609) in *C. termitidis* that were homologous to the CcpA LacI transcriptional regulators of *B.subtilis* (strain 27E1) (Additional file 7).

In order to identify the CAZyme genes that may possibly be regulated by a CCR mechanism, 135 sites homologous to a *B. subtilis cre* consensus sequence were identified (Additional file 8). However, only 6 of these putative *cre* sequences were found adjacent to or overlapping with genes encoding non-cellulosomal CAZymes. A *cre* sequence has been implicated in the regulation of the cellulosomal *cipC* cluster in *C. cellulolyticum* [29]. We were unable to identify any *cre* sequences adjacent to any genes encoding cellulosomal components. In the case of *C. termitidis* cellulosome cluster, this may be due to the fact that the DNA sequence up-stream is truncated and we may have missed a possible *cre* sequence, or it may suggest that cellulosomal genes might be regulated by a CcpA-independent mechanism.

Two-component regulatory systems (TCSs) have been implicated for their role in signal transduction in many prokaryotes. TCSs consist of a membrane bound histidine kinase that senses a specific environmental stimulus, and a response regulator that mediates a cellular response to changes in environmental conditions through expression or repression of target genes [30]. Previous transcription studies on *C. cellulolyticum* have shown that TCS transcriptionally regulate several cellulosomal and non-cellulosomal CAZymes [10, 31]. Analysis of the *C. termitidis* genome revealed the presence of more than a hundred putative TCS regulatory genes. Further analysis showed that many of these might be involved with the regulation of various CAZymes. This hypothesis is supported by the observation that a number of TCSs genes are surrounded by genes encoding both ABC sugar transporters and CAZyme genes, and that these loci exhibit similar patterns of mRNA expression (high or low) under the carbon sources tested, putatively suggesting co-regulation by TCSs (Additional file 6).

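Of the 29 CAZyme and cellulosomal genes that the paper places next to two-component systems, 1 rose on xylose, 10 rose and 1 fell on α-cellulose, and 8 rose on xylan (limma, against cellobiose, n = 2 per substrate). The log2 fold changes ranged from −1.35 to 7.24 on α-cellulose and from −1.85 to 7.82 on xylan, and median expression was 5.61 and 5.31 log2 counts. The value of 7.24 is that of the non-catalytic cohesin gene Cter_3731. On α-cellulose 18 of the 29 did not change detectably, and on xylan 21. The α-cellulose count was lowest without replicate 1 of that substrate, at 8 changed genes instead of 11. The two-component genes themselves were not compared with these genes. From similar patterns of expression at these loci, the paper proposes co-regulation by the two-component systems.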

The majority of these CAZyme genes encode non-cellulosomal enzymes and include cellulase (GH5: Cter_2349), glucosidase (GH3: Cter_3560), xylanases (GH8: Cter_1787; GH10: Cter_1573, 2434, 2435, 2436), xylosidases (GH35: Cter_0468; GH43: Cter_1576, 2817, 3581, 4113, 4114; GH39: Cter_1786; GH31: Cter_3663, 5208), galactosidases (GH35: Cter_0468, GH2: Cter_4240, GH4: 1572, 1402), mannanases (GH76: Cter_5351; GH 38: 2757) arabinofuranosidases (GH51: Cter_3501, 1788), and cellobiose phosporylase (GH94: Cter_3440). In addition to non-cellulosomal enzymes, 5 genes that encode cellulosomal components were identified, which may putatively be regulated by TCSs. These include the hemicellulase cluster Cter_1800-1803 and the cohesion domain encoding Cter_3731. However no ABC transporters were found associated with these genes, and transport of hydrolysis products may rely on the use of independently transcribed ABC transporters.

#### Transcription of cellodextrin transport related genes

The *C. termitidis* genome encodes for over 700 ABC type transporter components, which are putatively involved in the transport of oligosaccharides, antimicrobials, amino acids, and metal ions. In this study, 8 gene clusters encoding ABC-type systems for transport of sugars were expressed at high levels (among the top 10 % expressed under any one condition tested) (Additional file 9). 

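Across the 8 clusters, Additional file 9 lists 24 genes; 4 of them were in the top 10 % of genes on cellobiose, 7 on xylose, 13 on α-cellulose and 12 on xylan, by the mean of the 2 replicates. Their expression spanned 0.00 to 17.38 log2 counts on cellobiose. Against cellobiose, 17 rose and 3 fell on xylose, 16 rose and 4 fell on α-cellulose, and 16 rose and 3 fell on xylan (limma, n = 2 per substrate).

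**Figure D2:**
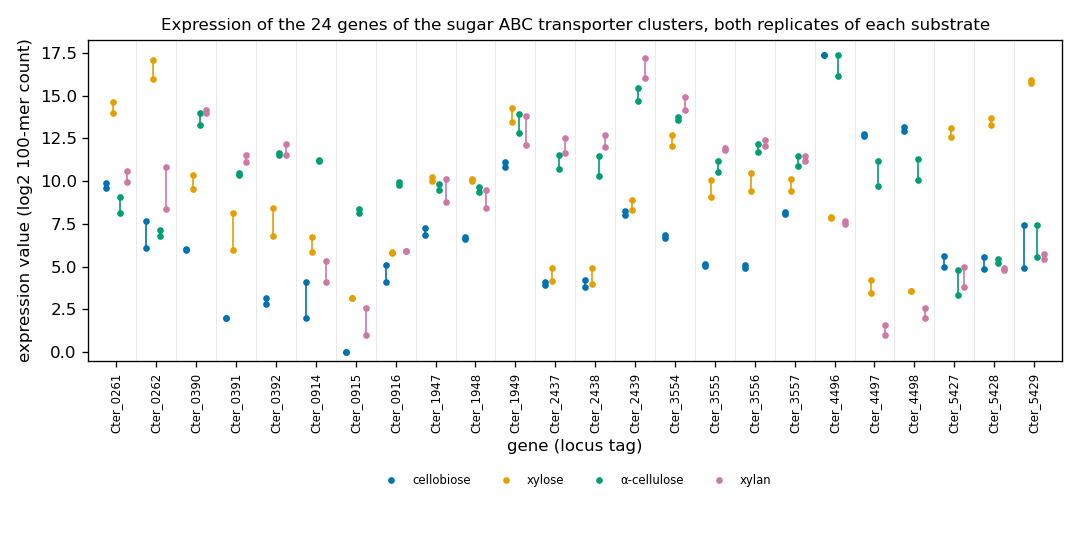
Expression of the 24 genes of the sugar ABC transporter clusters of Additional file 9 on each substrate. Each point is the log2 100-mer count of a replicate and a line joins the 2 replicates of a substrate.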

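On cellobiose Cter_4496 had 17.38 ± 0.01 (SD, n = 2) log2 counts, Cter_4497 12.68 ± 0.08 and Cter_4498 13.04 ± 0.16. On xylose their log2 fold changes were −9.56 ± 0.38 (SE, n = 2 per substrate, adjusted p = 8.3e-07), −8.86 ± 0.53 (adjusted p = 5.9e-06) and −9.50 ± 0.47 (adjusted p = 2.1e-06), and on xylan −9.53 ± 0.38 (adjusted p = 3.5e-07), −11.13 ± 0.53 (adjusted p = 7.3e-07) and −10.49 ± 0.47 (adjusted p = 6.3e-07) in the same order. The gaps are many times their SE. On α-cellulose they were smaller: −0.96 ± 0.38 (adjusted p = 0.084), −2.54 ± 0.53 (adjusted p = 0.0052) and −2.66 ± 0.47 (adjusted p = 0.0021). Omitting replicate 2 of α-cellulose moved Cter_4497 there most, to −1.74, while on xylan the same gene stayed between −11.66 and −10.60.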

Gene cluster Cter_4496 - 4498, the products of which were also identified previously [18], was highly up-regulated on cellobiose compared to both xylan and xylose (the 5 carbon sugar substrates). Two genes, Cter_4494 (cellobiose phosphorylase) and Cter_4495 (a transcriptional regulator) adjacent to the cluster were also up-regulated on cellobiose. 

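Cter_4494 had a log2 fold change of −6.04 ± 0.30 (SE, n = 2 per substrate, adjusted p = 2.1e-06) on xylose and −6.62 ± 0.30 (adjusted p = 6.6e-07) on xylan against cellobiose, and Cter_4495 of −1.32 ± 0.32 (adjusted p = 0.049) and −1.27 ± 0.32 (adjusted p = 0.046). The regulator's change is close to the threshold. Across the 4 fits without one of the samples compared, it ranged from −1.39 to −1.26 on xylose and from −1.61 to −0.92 on xylan. On α-cellulose Cter_4494 changed by −1.43 ± 0.30 (adjusted p = 0.0059), and Cter_4495 showed no detectable change (−0.29 ± 0.32, adjusted p = 0.52). From the joint rise on cellobiose, the paper proposes that the cluster imports oligosaccharides and cellobiose for phosphorolytic cleavage.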

This may suggest the involvement of the gene cluster for import and subsequent phosphorolytic cleavage of oligosaccharides and cellobiose.

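On α-cellulose the log2 fold changes against cellobiose ran from 6.52 to 6.78 for Cter_2437, Cter_2438 and Cter_2439, from 2.75 to 6.60 for Cter_3554, Cter_3555, Cter_3556 and Cter_3557, and were 7.29 ± 0.38 (SE, n = 2 per substrate, adjusted p = 1.6e-06) for Cter_0390 and 8.09 ± 0.60 (adjusted p = 9.9e-06) for Cter_0391. On xylan they ran from 8.33 to 8.73 and from 3.46 to 7.99 for the first and second cluster, with 8.32 ± 0.38 (adjusted p = 6.4e-07) and 9.56 ± 0.60 (adjusted p = 4.5e-06) for Cter_0390 and Cter_0391. All 9 genes passed in limma on both substrates; the largest adjusted p was 0.0001 on α-cellulose and 4.6e-05 on xylan. On xylose the second cluster rose by 1.62 to 5.55 (largest adjusted p 0.011), and Cter_0390 and Cter_0391 by 3.91 ± 0.38 (adjusted p = 0.00018) and 4.99 ± 0.60 (adjusted p = 0.00076). For Cter_2437, Cter_2438 and Cter_2439 no change was detectable on xylose (0.50 ± 0.32, adjusted p = 0.53), 0.39 ± 0.39 (adjusted p = 0.73) and 0.41 ± 0.32 (adjusted p = 0.62). The xylose value of Cter_0391 rests most on single samples, from 3.87 to 6.10 across the 4 fits without one. From a rise on xylan, α-cellulose and xylose, the paper proposes that *C. termitidis* can probably take up cellodextrins longer than cellobiose.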

Three ABC transport gene clusters (Cter_2437 – 2439; Cter_3554 – 3557; and Cter_0390 – 0391), which were also detected in our previous proteomic study, were highly expressed and up regulated in cultures containing xylan and α–cellulose, and were up-regulated in cultures containing xylan, α–cellulose, and xylose compared to cellobiose. This may suggest that *C. termitidis* has the probable ability for uptake and utilization of cellodextrins that are longer than cellobiose. Cter_2437 - 2439 lies next to the xylanase cluster Cter_2434 - 2436 and may be responsible for uptake of xylan hydrolysis products. 

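Cter_2437, Cter_2438 and Cter_2439 had 11.11 ± 0.56 (SD, n = 2), 10.88 ± 0.81 and 15.04 ± 0.54 log2 counts on α-cellulose, where their log2 fold changes against cellobiose ran from 6.52 to 6.78. The adjacent xylanase genes Cter_2434, Cter_2435 and Cter_2436 had 10.91 ± 0.39, 11.88 ± 0.46 and 11.62 ± 0.66, with log2 fold changes from 4.64 to 6.89. All 6 adjusted p were at most 5.9e-06 (limma, n = 2 per substrate). Quantile normalization, chosen after seeing the data, shifted Cter_2439 most, to 7.17. On their shared rise and position, the paper bases the proposal that the transporter takes up products of xylan hydrolysis.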

Its expression on α–cellulose correlates with the high expression of the xylanase cluster on the same as indicated above.

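On xylose against cellobiose, the log2 fold change was 7.49 ± 0.52 (SE, n = 2 per substrate, adjusted p = 1.7e-05) for Cter_5427, 8.24 ± 0.35 (adjusted p = 8.3e-07) for Cter_5428 and 9.63 ± 0.77 (adjusted p = 4.8e-05) for Cter_5429. It was 4.53 ± 0.32 (adjusted p = 1.9e-05) for Cter_0261 and 9.59 ± 0.67 (adjusted p = 1.9e-05) for Cter_0262, and from 2.89 to 3.35 for Cter_1947, Cter_1948 and Cter_1949 (largest adjusted p 0.0068). In the fourth cluster Cter_0914 rose by 3.22 ± 0.60 (adjusted p = 0.013) and Cter_0915 by 3.13 ± 0.47 (adjusted p = 0.0038), whereas the change of Cter_0916, 1.19 ± 0.36 (adjusted p = 0.12), was not past 0.05. The replicates of Cter_5429 and Cter_0914 differed on cellobiose (6.18 ± 1.80 (SD, n = 2) and 3.04 ± 1.48 log2 counts), so these fold changes depend on single samples: from 8.35 to 10.90 and from 2.17 to 4.26 across the 4 fits without one. The paper calls these clusters more responsive to xylose.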

Transcripts for four highly expressed ABC transport gene clusters Cter_5427-5429, Cter_0261- 0262, Cter_1947-1949 and Cter_0914 - 0916 were found to be more responsive towards xylose cultures. The gene products of Cter_1947 and Cter_19478 however were not detected and thus may not be involved in sugar transport. Even though Cter_0914 - 0916 encodes a putative ABC type system for xylose transport, it was also expressed highly on α–cellulose compared to cellobiose.

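On α-cellulose against cellobiose, the log2 fold change was 7.85 ± 0.60 (SE, n = 2 per substrate, adjusted p = 1.2e-05) for Cter_0914, 7.92 ± 0.47 (adjusted p = 3.3e-06) for Cter_0915 and 4.96 ± 0.36 (adjusted p = 9.4e-06) for Cter_0916. Expression on α-cellulose was 11.22 ± 0.03 (SD, n = 2), 8.25 ± 0.19 and 9.88 ± 0.12 log2 counts, and on xylose 6.30 ± 0.62, 3.17 ± 0.00 and 5.82 ± 0.06. The direct comparison of α-cellulose with xylose gave 4.64 ± 0.60 (adjusted p = 0.00031), 4.79 ± 0.47 (adjusted p = 5e-05) and 3.77 ± 0.36 (adjusted p = 4.2e-05). Omitting replicate 1 of cellobiose lowered Cter_0914 most, to 6.81. The paper takes the expression of xylose transport on α-cellulose as a sign that *C. termitidis* is primed to use cellulose and hemicellulose together.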

### Ability to utilize 5 and 6 carbon sugars simultaneously

The expression of genes and gene products for hemicellulases and ABC type systems for xylose transport, in cultures containing α–cellulose suggests that in the natural environment, *C. termitidis* is possibly primed and ready to attack and utilize both cellulose and hemicellulose components concomitantly. This led us to evaluate the substrate utilization profiles of *C. termitidis* cultured on xylose and cellobiose, as single (xylose or cellobiose) compared with mixed (xylose plus cellobiose) carbon sources. The growth curves of *C. termitidis* under these culture conditions are shown in Fig. 2a. Cultures showed no lag phase in growth on all substrates. Xylose and cellobiose cultures grew to an average maximum OD_600_ of 0.50 and 0.66 respectively, while cultures on cellobiose plus xylose grew to a maximum OD_600_ of 0.90. Generation times closely corresponded to each condition, with xylose, cellobiose, and cellobiose plus xylose having an average generation times of 4.8 ± 0.2 h/generation, 4.5 ± 0.25 h/generation, and 4.1 ± 0.33 h/generation, respectively.

**Fig. 2:**
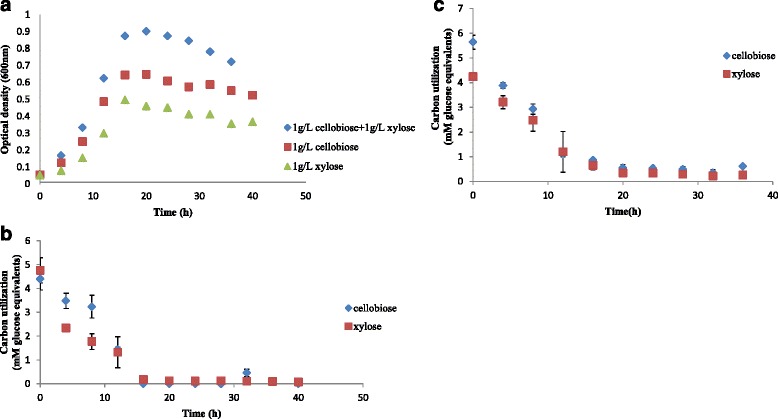
Growth curve (**a**) and substrate consumption of *C. termitidis* cultured on 1 g/L each cellobiose and xylose (**b**), and 1 g/L cellobiose plus 1 g/L xylose (**c**). Reported values are averages of three biological replicates

As previously seen with 2 g/L substrate concentrations, the major fermentation end-products synthesized during growth included H_2_, CO_2_, lactate, formate, acetate, and ethanol, and are shown in Additional file 10. Since 1 g/L cellobiose plus 1 g/L xylose amounts to 2 g/L substrate, the end-product concentrations corresponded to concentrations seen previously on 2 g/L individual cultures of xylose and cellobiose. As expected, lower end-product concentrations were observed in cultures containing single substrates. Average carbon recovery for cultures on cultures containing xylose, cellobiose, and xylose plus cellobiose were found to be 0.80, 0.98, and 0.80, respectively, and the corresponding OR balances were 0.81, 0.80, and 0.92, respectively. This suggests that the major end-products were accounted for under each condition. Substrate utilization profiles of *C. termitidis* grown on single and mixed substrates (Fig. 2b and c) indicate that both xylose and cellobiose were consumed steadily and simultaneously by *C. termitidis* when cultured in mixed substrates. 

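Xylose isomerase Cter_4329 had 9.23 ± 0.06 (SD, n = 2) log2 counts on cellobiose and 12.49 ± 0.25 on α-cellulose, in the top 18.1 % and 2.7 % of genes. Xylulose kinase Cter_4331 had 6.35 ± 0.04 and 10.22 ± 0.05 (top 47.4 % and 13.1 %), and transketolase Cter_2745 had 11.25 ± 0.11 and 11.78 ± 0.06 (top 5.9 % and 4.6 %). Each was thus transcribed on the hexoses, though on cellobiose Cter_4329 and Cter_4331 were lower than on xylose, with log2 fold changes of 5.40 ± 0.24 (SE, n = 2 per substrate, adjusted p = 1.3e-06) and 5.29 ± 0.22 (adjusted p = 8.3e-07) (xylose minus cellobiose). The rank of Cter_4331 on cellobiose, 2516, was 2505 by replicate 2 alone. The paper reasons that the xylose pathway is not inhibited during growth on hexoses.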

This is supported by the fact that the enzymes involved in the xylose degradation pathway (discussed below) are not inhibited, as indicated by their transcriptomic and proteomic profiles, when the cells are growing on hexoses alone (both cellobiose and α –cellulose). Similarly growth on xylose and xylan does not inhibit the glycolytic pathways.

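None of the 22 glycolysis genes of Fig. 3 changed on xylose against cellobiose (median log2 fold change 0.09, range −0.98 to 0.54; limma, n = 2 per substrate). On xylan 1 rose and 2 fell (median 0.09, range −2.40 to 1.15). As a set, the genes did not shift in the camera test on xylose (adjusted p = 1) or xylan (adjusted p = 0.95). The xylan count was the least stable: between 0 and 1 of the 22 genes passed when one of the samples compared was left out. From such values, the paper concludes that growth on xylose and xylan does not inhibit glycolysis.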

### Central metabolism and end product synthesis genes

#### Glycolysis

Analysis of the *C. termitidis* genome suggests that six carbon sugars are converted to phosphoenolpyruvate (PEP) via the Embden-Meyerhof-Parnas (EMP) pathway (shown in Fig. 3). All the glycolytic genes and gene products were detected in high abundance under all the substrate conditions tested, with a few exceptions (Additional file 11). 

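The median expression of the 22 glycolysis genes was 9.17 log2 counts on cellobiose, 9.45 on xylose, 9.27 on α-cellulose and 9.41 on xylan (mean of 2 replicates per gene). In the top 10 % of genes were 9, 10, 8 and 8 of them, and on each substrate 6 of the 22 were under 6 log2 counts. All 22 had at least 1 count in either replicate of every substrate.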

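On α-cellulose against cellobiose, 10 of the 22 glycolysis genes fell and 1 rose in limma (n = 2 per substrate; median log2 fold change −0.33, range −1.81 to 0.97). The camera test of the set gave an adjusted p of 0.031, assuming a correlation of 0.01 between genes, and 0.42 with the correlation estimated from the set. The number of changed genes was sensitive to the processing: 6 with total count scaling and from 4 to 6 without one of the samples compared. No glycolysis gene passed an absolute Znet of 1.65 on any substrate; Znet ran from −1.63 to 0.26 on α-cellulose, from −1.13 to 0.73 on xylose and from −1.08 to 0.97 on xylan. The paper uses that Znet cutoff for up- and down-regulation, and a separate S/N cutoff of 2.8 for the significance of single genes.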

Overall, the Z-scores (Rnet and Pnet) suggest slight up-regulation of these on cellobiose compared to other substrates, a significant difference was however not observed between substrates. Of the seven genes encoding glucokinases, the gene products of only four genes (Cter_3950, Cter_3170, Cter_3205, Cter_1642) were detected with Cter_3950 being the most abundant. The *C. termitidis* genome encodes three putative 6-phosphofructokinases for the inter-conversion of fructose-1-phosphate to fructose-1,6-bisphosphate (EC:2.7.1.11), of which Cter_4719 is putatively pyrophosphate-dependent (PPi) and, Cter_0067 and Cter_5379 are ATP-dependent. Cter_4719 was the most abundant with RNA transcript expression values ranging from 12.5 to 14.25 and the proteomic TIC values of 20.7–21.2, while the transcription of Cter_5379 was near the minimum detection level (RNA expression = 0–1.5) (Additional file 11). 

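Cter_4719 had 14.21 ± 0.06 (SD, n = 2) log2 counts on cellobiose, 13.55 ± 0.34 on xylose, 12.72 ± 0.20 on α-cellulose and 13.40 ± 0.65 on xylan. Cter_5379 had 0.00 ± 0.00, 0.50 ± 0.71, 1.29 ± 0.41 and 0.50 ± 0.71 in the same order, at most a few counts per sample, so changes of this gene between substrates cannot be resolved at this depth. Against cellobiose, the log2 fold change of Cter_4719 on α-cellulose was −1.81 ± 0.25 (SE, n = 2 per substrate, adjusted p = 0.00061); quantile normalization, chosen after seeing the data, moved this most, to −1.26.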

Cter_0067 was also expressed abundantly, however in lower quantities than Cter_4719. 

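Cter_0067 had 8.69 ± 0.20 (SD, n = 2) log2 counts on cellobiose, 9.01 ± 0.16 on xylose, 8.55 ± 0.25 on α-cellulose and 8.71 ± 1.14 on xylan, between the top 19.4 % and 30.8 % of genes. Its gap to Cter_4719 (from 12.72 to 14.21 log2 counts) is larger than the SD of either gene on every substrate; the counts are not corrected for gene length. It did not change detectably on α-cellulose (−0.46 ± 0.36, SE, n = 2 per substrate, adjusted p = 0.36), and total count scaling brought that value to −0.10. The paper proposes that both PPi- and ATP-dependent enzymes can carry out the step.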

This may suggest that inter conversion of fructose-1-phosphate to fructose-1,6-bisphosphate can occur by both PPi- and ATP-dependent phosphofrutokinases. 

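Cter_1845 had 1.00 ± 0.00 (SD, n = 2) log2 counts on cellobiose, 1.58 ± 0.00 on xylose, 1.95 ± 0.52 on α-cellulose and 1.00 ± 0.00 on xylan, which is from 2 to 5 counts per sample. It lay below the top 89.6 % of genes on every substrate.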

Cter_1845, which encodes for triosephosphate isomerase, was detected at very low levels in the transcriptome. However, Cter_4786, which is annotated as a bifunctional triosephosphate isomerse/phosphoglycerate kinase, was expressed abundantly under all conditions in the transcriptome and the proteome and putatively functions both as a triosephosphate isomerase and phosphoglyceratekinase. 

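Cter_4786 had 14.20 ± 0.01 (SD, n = 2) log2 counts on cellobiose, 13.96 ± 0.22 on xylose, 13.05 ± 0.06 on α-cellulose and 13.40 ± 0.68 on xylan, within the top 1.9 % of genes on each. Its log2 fold change on α-cellulose against cellobiose was −1.46 ± 0.25 (SE, n = 2 per substrate, adjusted p = 0.0019), and −0.82 after quantile normalization, an alternative chosen after seeing the data. From its abundance and annotation, the paper proposes that the gene serves as triosephosphate isomerase and as phosphoglycerate kinase.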

A similar bifunctional triosephosphate isomerse/phosphoglycerate kinase has been identified and characterized in the hyperthermophilic bacterium *Thermotoga maritima* [32], where it was found that the two enzymes are covalently linked to form a bifunctional fusion protein with dual enzyme activities. Of the two genes encoding fructose-1,6-P aldolases, Cter_4718 was among the top 10 % and was detected at higher levels than Cter_1264, while glyceraldehyde-3-P dehydrogenase (Cter_4809) was the most highly expressed of all the genes involved in carbon metabolism with both the genes and its products detected in the top 10 of all genes expressed. 

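Cter_4718 had 15.77 ± 0.01 (SD, n = 2) log2 counts on cellobiose, 16.12 ± 0.41 on xylose, 14.83 ± 0.03 on α-cellulose and 15.56 ± 0.77 on xylan, in the top 0.2 to 0.4 % of genes, and Cter_1264 had 11.73 ± 0.01, 12.13 ± 0.44, 12.30 ± 0.16 and 12.28 ± 1.10. The difference between the aldolases exceeds the SD of both genes on every substrate. Cter_4809, with 17.13 ± 0.13, 17.29 ± 0.11, 16.52 ± 0.08 and 16.85 ± 0.29, was the first of the 96 carbon metabolism genes on each substrate and ranked 4, 3, 7 and 5 among all 5307 genes. By replicate 2 alone its rank on α-cellulose was 6, while that of Cter_4718 moved from 23 to 30. Gene length is not corrected in these ranks.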

Studies in *C. thermocellum* by Rydzak et al. [6], similarly identified glyceraldehyde-3-P dehydrogenase as the most abundantly expressed protein during growth on cellobiose. Of the multiple copies of phosphoglycerate mutase present in the genome of *C. termitidis*, Cter_4785 showed a much higher level of expression than its counterparts and may be putatively responsible for the conversion to 2-phosphoglycerate.

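Cter_4785 had 15.48 ± 0.12 (SD, n = 2) log2 counts on cellobiose, 15.77 ± 0.26 on xylose, 14.26 ± 0.33 on α-cellulose and 15.97 ± 0.32 on xylan, within the top 0.8 % of genes on each. Its log2 fold change on α-cellulose against cellobiose was −1.54 ± 0.27 (SE, n = 2 per substrate, adjusted p = 0.0021); quantile normalization, chosen after seeing the data, changed this to −1.02. Because it stands out among the copies, the paper proposes that it may carry out the conversion to 2-phosphoglycerate.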

**Fig. 3:**
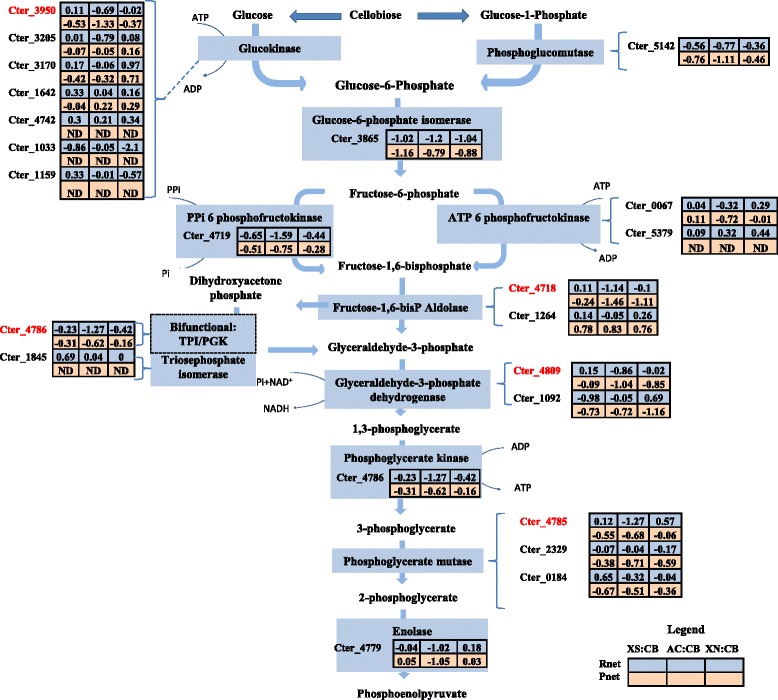
Normalized differential values (Znet-scores) of both the transcriptome (Rnet) and the proteome (Pnet) of glycolysis reactions in *C. termitidis*. TPI: triosephosphate isomerase; PGK: phosphoglycerate kinase; ND: not detected; XS: xylose; CB: cellobiose; AC: α-cellulose; XN: xylan. Locus tags in red indicate high abundance in comparison to paralogs

#### Pentose phosphate pathway

The pentose phosphate pathway is important for both the metabolism of 5 carbon sugars, such as xylose, as well as the production of key intermediates namely ribose-5-phosphate and erythrose-4-phosphate, which are required for the synthesis of nucleotides and aromatic amino acids, respectively [33, 34]. Analysis of the genome, transcriptome, and the proteome of *C. termitidis* revealed the presence of all the enzymes needed for the utilization of xylose via the non-oxidative branch of the pentose phosphate pathway, except for a transaldolase enzyme (Fig. 4), which is apparently missing. 

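Cter_4329 had 9.23 ± 0.06 (SD, n = 2) log2 counts on cellobiose, 14.66 ± 0.09 on xylose, 12.49 ± 0.25 on α-cellulose and 13.53 ± 0.51 on xylan, in the top 18.1, 0.7, 2.7 and 1.5 % of genes. Its log2 fold change against cellobiose was 5.40 ± 0.24 (SE, n = 2 per substrate, adjusted p = 1.3e-06) on xylose, 4.56 ± 0.24 (adjusted p = 1.5e-06) on xylan and 2.94 ± 0.24 (adjusted p = 2e-05) on α-cellulose. On α-cellulose it was lower than on xylose (−2.46 ± 0.24, adjusted p = 5e-05) and xylan (−1.62 ± 0.24, adjusted p = 0.00071), and xylan against xylose gave −0.84 ± 0.24 (adjusted p = 0.11). Quantile normalization, chosen after seeing the data, moved the comparison of α-cellulose with xylan most, to −0.90.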

Xylose isomerase (Cter_4329), which coverts xylose to xylulose, was abundantly expressed under all conditions tested and was detected in the top 10 % of genes and gene products on xylose, xylan, and α-cellulose, with the highest expression observed on xylose. Similarly, xylulose kinase (Cter_4331) was highly up regulated on xylose and xylan and was also among the top 10 % of the genes identified on xylose. 

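Cter_4331 rose by a log2 fold change of 5.29 ± 0.22 (SE, n = 2 per substrate, adjusted p = 8.3e-07) on xylose, 4.31 ± 0.22 (adjusted p = 1.1e-06) on xylan and 3.55 ± 0.22 (adjusted p = 3.7e-06) on α-cellulose, each against cellobiose. Expression was 11.68 ± 0.14 (SD, n = 2) log2 counts on xylose, 10.40 ± 0.49 on xylan, 10.22 ± 0.05 on α-cellulose and 6.35 ± 0.04 on cellobiose, in the top 4.8, 8.8, 13.1 and 47.4 % of genes. The gap between α-cellulose and xylan (−0.75 ± 0.22, adjusted p = 0.025) depended on the normalization, at −0.28 with total count scaling.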

In contrast, the genome of *C. thermocellum* does not appear to encode either a xylose isomerase or a xylulokinase, which is consistent with the inability of *C. thermocellum* to grow on pentose sugars [6].

**Fig. 4:**
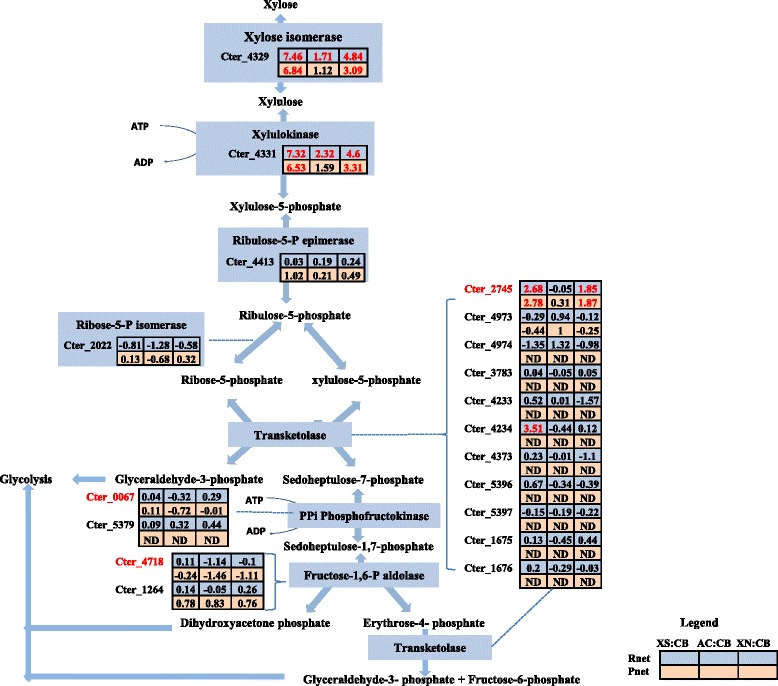
Normalized differential values (Znet-scores) of both the transcriptome (Rnet) and the proteome (Pnet) of reactions involved in the non-oxidative pentose phosphate pathway in *C. termitidis*. In the absence of genes encoding transaldolase, we propose an alternative route for the production of important intermediates using ATP-dependent 6 phosphofructokinase and fructose-1,6-bisphosphate aldolase. Values in red indicate Znet scores of ≥1.65 (outermost 10 %), up regulated in the corresponding substrate with respect to cellobiose and values in green indicate Z-scores of ≤ −1.65 (outermost 10 %), down regulated in the corresponding substrate with respect to cellobiose. Values in black are the innermost 90 %. Locus tags in red indicate high abundance in comparison to paralogs. ND: not detected; XS: xylose; CB: cellobiose; AC: α-cellulose; XN: xylan

Genome analysis showed that *C. termitidis* encodes seven putative transketolases. Of these, Cter_2745 was highly expressed both in the transcriptome and the proteome under all substrate conditions tested (Additional file 11) and was up regulated on xylose and xylan with respect to cellobiose. 

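Cter_2745 had 11.25 ± 0.11 (SD, n = 2) log2 counts on cellobiose, 13.50 ± 0.40 on xylose, 11.78 ± 0.06 on α-cellulose and 12.88 ± 0.47 on xylan, within the top 5.9 % of genes on each. Against cellobiose it rose on xylose by 2.22 ± 0.24 (SE, n = 2 per substrate, adjusted p = 0.00036) and on xylan by 1.89 ± 0.24 (adjusted p = 0.0008), and showed no detectable change on α-cellulose (0.21 ± 0.24, adjusted p = 0.55). Total count scaling moved the α-cellulose value most, to 0.56, and the xylose value ranged from 1.96 to 2.46 across the fits without a sample.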

Transcripts of Cter_1675-Cter_1676, Cter_3783, Cter_4233-Cter_4234, Cter_4373, Cter_4973-Cter_4974 and Cter_5396-Cter_5397 were also detected albeit at very low levels, suggesting Cter_2745 to be responsible for the inter-conversion to glyceraldehyde-3-phosphate and sedoheptulose −7-phosphate.

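Mean expression of the other transketolase genes (Cter_1675, Cter_1676, Cter_3783, Cter_4233, Cter_4234, Cter_4373, Cter_4973, Cter_4974, Cter_5396 and Cter_5397) ran from 0.00 to 4.48 log2 counts on cellobiose, 0.00 to 5.00 on xylose, 0.00 to 6.50 on α-cellulose and 0.00 to 4.75 on xylan. The lowest value of Cter_2745 was 11.25. Only Cter_4973 and Cter_4974 changed, both on α-cellulose: from 2.00 ± 1.41 (SD, n = 2) to 5.61 ± 0.98 and from 3.14 ± 0.79 to 6.50 ± 0.64 log2 counts, log2 fold changes of 3.28 ± 0.71 (SE, n = 2 per substrate, adjusted p = 0.0067) and 3.03 ± 0.84 (adjusted p = 0.021). Cter_5397 had too few counts to be tested. By their low levels, the paper reasons that Cter_2745 carries out the transketolase reaction.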

Transalodolase, which is known for the degradation of sedoheptulose-7-phosphate to fructose-6-phosphate, for incorporation in to the EMP pathway [34], has not been annotated in *C. termitidis*. Studies in other organisms, have implicated an alternative pathway for sedoheptulose-7-phosphate degradation that does not require a transaldolase [35–37]. In this case, transaldolase would be replaced by a phosphofructokinase, an aldolase, and a transketolase, where PPi/ATP-dependent phoshofructokinase catalyzes the conversion of sedoheptulose-7-phosphate into sedoheptulose-1,7-biphosphate, bifunctional fructose-1,6-bisphosphate aldolase further converts sedoheptulose-1,7-biphosphate to erythrose-4-phosphate and dihydroxyacetone phosphate and, finally, transketolase converts erythrose-4-phosphate into glyceraldehyde-3-phosphate and fructose-6-phosphate, which are eventually directed to the EMP [37]. It is possible that in the absence of a transaldolase, *C. termitidis* channels its intermediates in the pentose phosphate pathway to EMP pathway via this alternative mechanism as indicated in Fig. 4.

#### Formation of pyruvate from phosphoenol pyruvate

Phosphoenol pyruvate can be converted to pyruvate, an important control point of the EMP pathway in bacteria, by a number of enzymes through several different routes. PEP is directly converted into pyruvate via an ATP-dependent pyruvate kinase (PPK), reversibly converted via an AMP-dependent pyruvate phosphate dikinase (PPDK) or via an AMP dependent pyruvate water dikinase (phosphoenol pyruvate synthase) [38–41]. In addition, studies in *C. thermocellum* and *C. cellulolyticum* have implicated the malate pathway for conversion of PEP to pyruvate, which utilizes either phosphoenolpyruvate carboxykinase (PEPCK), malate dehydrogenase, and malic enzyme or PEPCK and oxaloacetate decarboxylase (OAADC) for the conversion to pyruvate [6, 7, 42]. 

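Of the 7 genes of Fig. 5, 4 (Cter_1146, Cter_0411, Cter_0730 and Cter_0649) were in the top 10 % of genes on every substrate. Cter_0412 was in the top 19.1 % on α-cellulose, and Cter_0809 in the top 11.9 % on xylose. Over the 7 genes, median expression was 13.56 log2 counts on cellobiose, 13.50 on xylose, 12.51 on α-cellulose and 13.21 on xylan. Cter_5054 had the lowest expression on each: 7.34 ± 0.01 (SD, n = 2), 8.07 ± 0.23, 7.33 ± 0.47 and 7.78 ± 0.19. None changed on xylose or xylan against cellobiose, and 4 of the 7 fell on α-cellulose (limma, n = 2 per substrate; range −1.72 to 0.68). For pyruvate kinase Cter_0649, at −1.37 ± 0.27 (adjusted p = 0.0039), quantile normalization, chosen after seeing the data, gave −0.75 (adjusted p = 0.054).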

In *C. termitidis*, putative genes for enzymes catalyzing all the different routes for pyruvate synthesis from PEP were identified in the current study (presented in Fig. 5; Additional file 11) and were expressed at high levels, except for pyruvate water dikinase Cter_5054, which was expressed at much lower levels and its gene products were not detected under any substrate conditions. The gene products of enzymes in the malate pathway were down regulated on α-cellulose compared to cellobiose and may indicate conversion preference via the alternate route using PPDK, the proteome of which (Cter_0809) showed increased expression on α-cellulose. However, the RNA expression values of PPDK were lower than PPK (Cter_0649) values under all conditions. 

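PPDK gene Cter_0809 had 10.14 ± 0.19 (SD, n = 2) log2 counts on cellobiose, 10.01 ± 0.51 on xylose, 11.14 ± 0.13 on α-cellulose and 9.87 ± 0.93 on xylan, and PPK gene Cter_0649 had 13.56 ± 0.14, 13.55 ± 0.18, 12.51 ± 0.52 and 13.43 ± 0.50. The PPDK values were lower in both replicates of every substrate, by more than the SD of either gene. Between α-cellulose and cellobiose, Cter_0809 changed by 0.68 ± 0.33 (SE, n = 2 per substrate, adjusted p = 0.15), which total count scaling raised to 1.03 (adjusted p = 0.033). Cter_0649 changed by −1.37 ± 0.27 (adjusted p = 0.0039). After quantile normalization, chosen after seeing the data, this was −0.75 and no longer passed 0.05 (adjusted p = 0.054). From the presence of both, the paper proposes an allosteric control of the step between PEP and pyruvate.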

In *C. thermocellum*, PPDK was similarly found to be up regulated on α-cellulose at stationary phase compared to cellobiose [7]. PPDK plays an anabolic role in gluconeogenesis in some organisms [43, 44], and functions in the catabolic direction in others [40, 45]. As has been shown in *Thermoproteus tenax* [40], the simultaneous presence and expression of PPDK with PPK in *C. termitidis* may represent allosteric differential regulation, thereby providing a way in controlling the inter-conversion of phosphoenolpyruvate and pyruvate and allowing adaptation to different conditions.

**Fig. 5:**
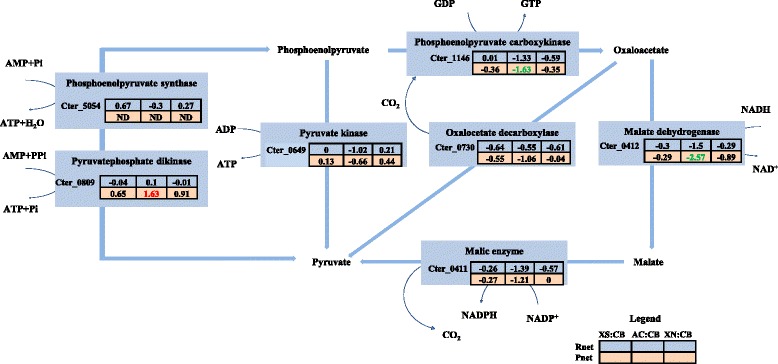
Normalized differential values (Znet-scores) of both the transcriptome (Rnet) and the proteome (Pnet) of reactions involved in the conversion of phosphoenol pyruvate to pyruvate in *C. termitidis*. Values in red indicate Znet scores of ≥1.65 (outermost 10 %), up regulated in the corresponding substrate with respect to cellobiose and values in green indicate Z-scores of ≤ −1.65 (outermost 10 %), down regulated in the corresponding substrate with respect to cellobiose. Values in black are the innermost 90 %. ND: not detected; XS: xylose; CB: cellobiose; AC: α-cellulose; XN: xylan

#### Pyruvate catabolism and end-product synthesis

Growth of *C. termitidis* on both 5 and 6 carbon sugars results in the production of H_2_, CO_2_, ethanol, acetate, formate, and lactate as the major fermentation end-products from pyruvate catabolism. In *C. termitidis,* lactate formation from pyruvate may be catalyzed by the lactate dehydrogenase (LDH) enzyme encoded by Cter_2504 (Fig. 6). While higher amounts of lactate was observed at a lower pH, after late exponential phase, in cultures containing soluble substrates cellobiose and xylose (Additional file 1), LDH RNA transcripts were found in abundance under all substrate conditions (Additional file 11). In terms of relative expression, significant differences were not observed between the substrates tested. 

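Cter_2504 had 14.63 ± 0.23 (SD, n = 2) log2 counts on cellobiose, 14.38 ± 0.45 on xylose, 13.46 ± 0.59 on α-cellulose and 14.52 ± 0.40 on xylan, within the top 1.4 % of genes on each. Its log2 fold change against cellobiose was −0.29 ± 0.32 (SE, n = 2 per substrate, adjusted p = 0.76) on xylose, 0.14 ± 0.32 (adjusted p = 0.83) on xylan and −1.49 ± 0.32 (adjusted p = 0.0064) on α-cellulose. The α-cellulose change passed in 2 of the 4 fits without one of the samples compared (range −1.82 to −1.14) and was −0.87 after quantile normalization, chosen after seeing the data. Znet was −0.13 on xylose, −1.06 on α-cellulose and 0.22 on xylan, none past 1.65, the paper's cutoff for up- and down-regulation. The S/N of the gene was 1.20, 3.53 and 0.39 in the same order. Only the α-cellulose value passed 2.8, the paper's S/N cutoff for single genes.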

High lactate synthesis has been linked to high intracellular concentrations of fructose-1,6-bisphosphate in *Thermoanaerobacter brockii* [46], which is consistent with studies that have shown that LDH enzymes of *C. thermocellum*, *Caldicellulosiruptor saccharolyticus*, *Thermoanaeerobacter ethanolicus* and *Clostridium thermohydrosulfuricans,* to be allosterically activated by fructose-1,6-bisphosphate, pyrophosphate and ATP [47–51]. If this is also true in *C. termitidis*, then higher concentrations of intracellular fructose-1,6-bisphosphate on soluble substrates (xylose and cellobiose, Fig. 3) may be a reason for higher lactate observed. Furthermore, studies in *Thermoanaerobacter wiegelii* Rt8.B1 [52], reported that a decline in intracellular pH during growth resulted in an increase in LDH activity. While the intracellular pH of *C. termitidis* is unknown, a sharp decline in pH under cellobiose and xylose may have additionally contributed to the higher lactate observed.

**Fig. 6:**
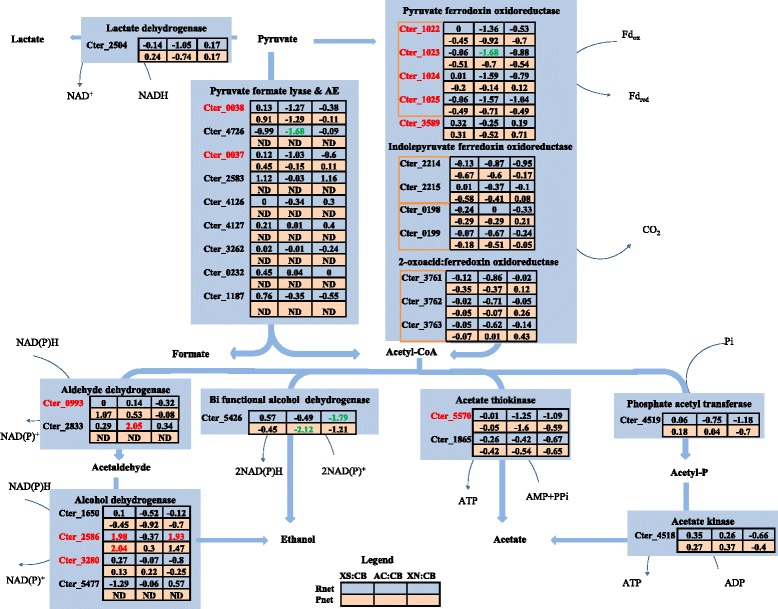
Normalized differential values (Znet-scores) of both the transcriptome (Rnet) and the proteome (Pnet) of reactions involved in the conversion of pyruvate to end products in *C. termitidis*. Values in red indicate Znet scores of ≥1.65 (outermost 10 %), up regulated in the corresponding substrate with respect to cellobiose and values in green indicate Z-scores of ≤ −1.65 (outermost 10 %), down regulated in the corresponding substrate with respect to cellobiose. Values in black are the innermost 90 %. Locus tags in red indicate high abundance in comparison to paralogs. ND: not detected; XS: xylose; CB: cellobiose; AC: α-cellulose; XN: xylan

As in *C. thermocellum*, *C. termitidis* may further convert pyruvate into acetyl coenzyme A, a major branch-point for ethanol and acetate production, via pyruvate ferredoxin oxidoreductase (POR) yielding CO_2_ and reduced ferredoxin, or via pyruvate formate lyase (PFL) yielding formate. According to the annotation, the *C. termitidis* genome encodes one single subunit (Cter_3589), and one multi-subunit POR, which consists of 4 subunits β, α, δ, and γ, encoded by the gene cluster Cter_1022-Cter_1025. While both the gene and the gene products of the 2 PORs identified were expressed abundantly under all conditions tested, Cter-1022-Cter_1025 was down-regulated on α-cellulose with respect to cellobiose (Fig. 6; Additional file 11). 

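The single-subunit gene Cter_3589 had from 14.31 to 14.97 log2 counts over the 4 substrates, and Cter_1022, Cter_1023, Cter_1024 and Cter_1025 had from 11.25 to 15.66. Against cellobiose, the log2 fold change on α-cellulose was −1.51 ± 0.26 (SE, n = 2 per substrate, adjusted p = 0.0019), −1.99 ± 0.26 (adjusted p = 0.0004), −1.93 ± 0.26 (adjusted p = 0.00048) and −1.88 ± 0.25 (adjusted p = 0.00039) for Cter_1022, Cter_1023, Cter_1024 and Cter_1025, and −0.42 ± 0.36 (adjusted p = 0.4) for Cter_3589. Znet of the cluster on α-cellulose ran from −1.74 to −1.39. All 4 cluster genes passed in every fit without one of the samples compared. Quantile normalization, chosen after seeing the data, moved Cter_1023 most, to −1.39.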

In addition, two 2 subunit indole pyruvate ferredoxin oxidoreductases (Cter_2214-Cter_2215 and Cter_0198-Cter_0199) and a multi-subunit 2-oxoacid:ferredoxin oxidoreductase (Cter_3761-Cter_3763) were also detected in this study. Because these enzymes are very similar in sequence and structure to POR, they are sometimes mis-annotated. Indeed, BLAST analysis showed sequence similarity for these genes to POR in other cellulolytic Clostridia, such that these oxidoreductases may putatively play a role in converting pyruvate to acetyl CoA. 

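Over the 4 substrates, mean expression ran from 6.42 to 10.68 log2 counts for Cter_2214 and Cter_2215, from 6.68 to 10.16 for Cter_0198 and Cter_0199, and from 8.87 to 10.29 for Cter_3761, Cter_3762 and Cter_3763. The PORs Cter_1022 to Cter_1025 (14.47, 13.73, 11.25 and 12.04 on α-cellulose, their lowest) and Cter_3589 (from 14.31 to 14.97) lay above all of them on each substrate. On α-cellulose the closest pair was Cter_1024 with 11.25 ± 0.16 (SD, n = 2) and Cter_2215 with 10.68 ± 0.13. Counts are not corrected for gene length.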

Nevertheless, the relative abundance of these genes and their products relative to the PORs described above would indicate that Cter_1022-Cter_1025 and Cter_3589 are the primary PORs.

Pyruvate formate lyases, also known as formate acetyl transferases, are the main enzymes involved in formate synthesis during conversion of pyruvate to acetyl-CoA in various organisms including cellulolytic Clostridia [6, 7]. 

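Of the 7 PFL genes, Cter_0038, Cter_1187, Cter_0232, Cter_3262, Cter_4127 and Cter_4726 were counted on every substrate, as were the activating enzyme genes Cter_0037 and Cter_2583. Cter_4126 had a single count in replicate 2 on cellobiose and in replicate 2 on α-cellulose and none in the other 6 samples, the smallest signal this depth can show.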

The *C. termitidis* genome encodes for seven putative PFLs (Cter_0038, Cter_1187, Cter_0232, Cter_3262, Cter_4126, Cter_4127 and Cter_4726) and two PFL-activating enzymes (AE) (Cter_0037 and Cter_2583), all of which were transcribed in the current study (Fig. 6). PFL-activating enzymes are important in turning the PFL “on” by acting on the amino acid residues of the PFL catalytic site to form glycyl radical [53]. 

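Cter_0038 had 15.66 ± 0.47 (SD, n = 2) log2 counts on cellobiose, 16.17 ± 0.32 on xylose, 14.05 ± 0.58 on α-cellulose and 14.59 ± 0.90 on xylan, and Cter_0037 had 11.56 ± 0.74, 12.02 ± 0.33, 10.11 ± 0.45 and 10.12 ± 0.85. Among the other PFL genes Cter_4726 was highest, from 7.31 to 9.18, and the activating enzyme gene Cter_2583 had from 6.12 to 7.29. Cter_1187, Cter_0232, Cter_3262 and Cter_4127 had from 2.79 to 7.12.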

In the current study, the transcripts of only PFL Cter_0038 and AE Cter_0037 were detected in high abundance under all substrate conditions tested (Additional file 11), and were the only genes with expressed gene products. This suggests that Cter_0037 and Cter_0038 are the main enzymes associated with formate synthesis from pyruvate in *C. termitidis*. While the end-product data shows higher formate under cellobiose and xylose, no significant differences were observed in relative expression profiles for both RNA transcripts and proteomes under all conditions (Fig. 6).

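Against cellobiose the log2 fold change of Cter_0038 was 0.47 ± 0.52 (SE, n = 2 per substrate, adjusted p = 0.76) on xylose, −1.94 ± 0.52 (adjusted p = 0.018) on α-cellulose and −0.82 ± 0.52 (adjusted p = 0.39) on xylan; for Cter_0037 it was 0.42 ± 0.52 (adjusted p = 0.79), −1.77 ± 0.52 (adjusted p = 0.027) and −1.18 ± 0.52 (adjusted p = 0.21). On α-cellulose these passed in 2 and 1 of the 4 fits without one of the samples compared, with ranges of −2.28 to −1.59 and −2.30 to −1.25. The replicates differed most on xylan, where Cter_0038 moved to 0.05 without replicate 1. Znet of both genes stayed within 1.65, the paper's cutoff for up- and down-regulation, on every substrate, from −1.29 to 0.19. On α-cellulose the S/N was 3.22 for Cter_0038 and 2.31 for Cter_0037. Of these, only the value of Cter_0038 passed 2.8, the paper's S/N cutoff for single genes. On xylose and xylan neither gene passed it.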

Acetyl-CoA in *C. termitidis* may further be catabolized into ethanol, either directly through a bifunctional acetaldehyde/alcohol dehydrogenase (AdhE encoded by Cter_5426), or indirectly via independent aldehyde dehydrogenases (ALDs, encoded by Cter_0993 and Cter_2833), and a number of independent iron-containing alcohol dehydrogenases (ADHs encoded by Cter_3280, Cter_2586, Cter_1650, and Cter_5477). 

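Cter_5426 had 15.84 ± 0.09 (SD, n = 2) log2 counts on cellobiose, 16.41 ± 0.15 on xylose, 15.40 ± 0.54 on α-cellulose and 13.99 ± 0.33 on xylan, Cter_3280 had 14.44 ± 0.08, 14.80 ± 0.22, 14.72 ± 0.42 and 13.43 ± 0.46, and Cter_2586 had 13.37 ± 0.21, 15.14 ± 0.21, 12.98 ± 0.89 and 15.20 ± 0.37. The lowest of these values, 12.98 for Cter_2586 on α-cellulose, was in the top 2.0 % of genes.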

AdhE (Cter_5426) and ADHs (Cter_3280 and Cter_2586) were observed in high abundance under all conditions tested. 

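The log2 fold change of Cter_5426 against cellobiose was −1.59 ± 0.32 (SE, n = 2 per substrate, adjusted p = 0.016) on xylan and −0.75 ± 0.32 (adjusted p = 0.1) on α-cellulose; that of Cter_2586 was 1.74 ± 0.35 (adjusted p = 0.019) on xylose and 2.08 ± 0.35 (adjusted p = 0.0058) on xylan. Across the 4 fits without one of the samples compared, the rise of Cter_2586 ranged from 1.55 to 1.91 on xylose and from 1.92 to 2.22 on xylan. The fall of Cter_5426 on xylan ranged from −1.67 to −1.54. On α-cellulose the value of Cter_5426 ranged from −1.21 to −0.28 over those fits, and was −0.26 after quantile normalization, chosen after seeing the data. Znet was −1.83 on xylan and −0.49 on α-cellulose for Cter_5426, and 2.03 on xylose and 1.95 on xylan for Cter_2586. From these directions, the paper proposes a preference for the route through separate enzymes on 5 carbon sugars and for AdhE on hexoses. On xylose, however, Cter_5426 had 16.41 ± 0.15 (SD, n = 2) log2 counts, against 15.84 ± 0.09 on cellobiose. Of the 5 carbon substrates, AdhE was thus lower than on cellobiose on xylan only.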

While the gene and the gene products of Cter_5426 showed to be up-regulated on cellobiose relative to xylan and α-cellulose, Cter_2586 was up-regulated on xylose and xylan compared to cellobiose (Fig. 6). This may putatively suggest that ethanol production via the two enzyme route was preferred when *C. termitidis* was cultured on 5 carbon sugars, and that ethanol production via AdhE was preferred when *C. termitidis* was cultured on hexose sugars. 

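Cter_1650 had from 5.33 to 6.20 and Cter_5477 from 2.41 to 3.70 log2 counts over the 4 substrates. Cter_2833 had 3.01 ± 0.98 (SD, n = 2) on cellobiose, 4.11 ± 0.58 on xylose, 3.96 ± 0.71 on xylan and 7.97 ± 1.20 on α-cellulose, where it rose by a log2 fold change of 4.64 ± 0.72 (SE, n = 2 per substrate, adjusted p = 0.0011). The replicates on α-cellulose had 8.82 and 7.13, and without replicate 2 of that substrate the fold change was 5.57. The paper proposes that these genes play no role in ethanol production on the substrates tested. It rests this on low expression and, for Cter_2833 and Cter_5477, on missing gene products.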

Cter_2833, Cter_1650 and Cter_5477 were expressed at very low levels and the gene products of Cter_2833 and Cter_5477 were not detected in the proteome, suggesting that these genes do not play any role in ethanol production from acetyl CoA in *C. termitidis* under the substrates tested.

In some anaerobic bacteria, acetate production from acetyl-CoA may proceed directly via acetate thiokinase (ATK, encoded in *C. termitidis* by Cter_5570 and Cter_1865), or indirectly via the co-localized phosphotransacetylase / phosphate acetyl transferase (PTA, encoded by Cter_4519 in *C. termitidis*) and acetate kinase (ACK, encoded by Cter_4518) with the generation of ATP [54–56]. 

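Over the 4 substrates, mean expression ran from 10.38 to 12.65 log2 counts for ACK (Cter_4518), from 8.38 to 10.88 for PTA (Cter_4519), and from 9.36 to 11.11 and 7.56 to 8.60 for the ATK genes Cter_5570 and Cter_1865. On α-cellulose against cellobiose, Cter_4518 rose by 0.91 ± 0.30 (SE, n = 2 per substrate, adjusted p = 0.043) and Cter_5570 changed by −2.07 ± 0.39 (adjusted p = 0.0032); on xylan Cter_4519 changed by −1.56 ± 0.39 (adjusted p = 0.044). Protein levels of these enzymes were not analysed here.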

While RNA transcripts and the proteome profiles of enzymes in both pathways were detected under all substrate conditions tested, ACK (Cter_4518) was detected at a much higher level in the proteome, suggesting that acetate production via the indirect route was preferred and that ATK presumably favours the production of acetyl-CoA from acetate [6].

#### Hydrogen generation

In fermentative bacteria such as Clostridia, hydrogenases (H_2_ases) are used for the production of H_2_ to dispose of excess reducing equivalents generated through carbohydrate catabolism [57]. Putative H_2_ases encoded in the *C. termitidis* genome are listed in Table 4. Based on the metal content of the active site, *C. termitidis* H_2_ases can be classified into NiFe H_2_ases and Fe-Fe H_2_ases. In terms of relative expression, no significant differences were observed in the transcriptome and the proteome between the substrate conditions tested.

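None of the 19 hydrogenase genes of Table 4 changed on xylose or xylan against cellobiose in limma (n = 2 per substrate; log2 fold changes from −1.15 to 1.14 and from −1.33 to 0.71). On α-cellulose 4 rose and 6 fell (median −0.77, range −1.91 to 2.53). As a set they did not shift in the camera test (adjusted p = 0.81 on xylose, 0.19 on α-cellulose and 0.34 on xylan). Leaving out one of the samples compared brought the changed genes on α-cellulose from 10 to between 4 and 8. By Znet none of the 16 scored genes was past 1.65, the paper's cutoff for up- and down-regulation, on α-cellulose (range −1.48 to 1.20). The S/N on α-cellulose was 3.70 for Cter_4848, 4.37 for Cter_4849 and 5.76 for Cter_4850. Each of these passed 2.8, the paper's S/N cutoff for single genes. The S/N of the other hydrogenase genes is not given here.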

**Table 4:** Znet-scores (normalized differential values) of *C. termitidis* genes encoding putative hydrogenases

		Znet-scores				Znet-scores	
Locus	Locus-description	R0	P0	R1	P1	R2	P2
NiFe H_2_ase							
Cter_0657	Ni,Fe-hydrogenase III large subunit	0.12	−0.25	−0.68	−1.13	−0.05	−0.74
Cter_3893	Ni,Fe-hydrogenase III large subunit	−0.03	0.71	−1.19	−0.31	0.06	0.25
Cter_3894	Respiratory-chain NADH dehydrogenase, 30 Kd	0.19	0.91	−1.27	0.24	0.3	1.01
Cter_3895	Ni,Fe-hydrogenase III small subunit	−0.02	0.56	−1.32	0.01	0.12	0.52
FeFe H_2_ase							
Cter_4761	Hydrogenase, Fe-only	−0.56		−0.6		−0.91	
Cter_4762	NADH:ubiquinone oxidoreductase, NADH-binding (51 kD)	−0.38	−0.64	−0.41	−0.75	−0.39	−0.23
Cter_4763	Ferredoxin	−0.11		−0.46		1.03	
Cter_4765	NADH-quinone oxidoreductase, E subunit	−1.01		−0.25		−0.19	
**Cter_4848**	Hydrogenase, Fe-only	0.18	−0.24	−0.94	−0.87	−0.98	−0.1
**Cter_4849**	NADH:ubiquinone oxidoreductase, NADH-binding (51 kD)	0.06	−0.25	−1.07	−0.82	−1.2	−0.13
**Cter_4850**	NADH:ubiquinone oxidoreductase 24 kD subunit	0.03	−0.22	−1.44	−0.88	−0.98	−0.24
Cter_2461	Hydrogenase, Fe-only	0.34		0.52		0.23	
Cter_2462	NADH:ubiquinone oxidoreductase, NADH-binding (51 kD)	0.05		−0.19		−0.06	
Cter_2463	NADH:ubiquinone oxidoreductase 24 kD subunit	−0.05		−0.04		−0.11	
Cter_2553	Iron only hydrogenase large subunit	−0.1	0.62	−0.13	0.61	−0.67	0.26
Cter_3528	Iron only hydrogenase large subunit	0.5		0.04		0.25	
Cter_4457	Hydrogenase, Fe-only	0.69		0.81		−0.01	
Cter_4458	NADH:ubiquinone oxidoreductase, NADH-binding (51 kD)	0.19		1.07		0.27	
Cter_4459	NADH:ubiquinone oxidoreductase 24 kD subunit	0.18		0.46		−0.27	

Normalized transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. Normalized proteomic Z-scores Pnet are represented as (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. For any protein or RNA transcripts, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate. Bold indicates the bifurcating hydrogenase abundantly expressed under all conditions

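Cter_4848 had 12.81 ± 0.01 (SD, n = 2) log2 counts on cellobiose, 12.89 ± 0.71 on xylose, 11.84 ± 0.59 on α-cellulose and 11.29 ± 0.98 on xylan; Cter_4849 had from 10.62 to 12.36 and Cter_4850 from 9.21 to 11.04. All 3 were lower on α-cellulose than on cellobiose, with log2 fold changes of −1.29 ± 0.39 (SE, n = 2 per substrate, adjusted p = 0.031), −1.43 ± 0.35 (adjusted p = 0.012) and −1.91 ± 0.33 (adjusted p = 0.0021). Only Cter_4850 passed in all 4 fits without one of the samples compared; the value of Cter_4848 ranged from −1.62 to −0.94. Among the other Fe-Fe hydrogenase genes Cter_3528 was highest, from 10.00 to 10.92. It lay above Cter_4850 on α-cellulose (10.71 ± 0.91 against 9.21 ± 0.52) and on xylan (10.45 ± 0.35 against 9.53 ± 0.62). On cellobiose and xylose it lay below Cter_4850, and on every substrate below Cter_4848 and Cter_4849. Of the NiFe hydrogenase genes, Cter_3893 lay above Cter_4848 on every substrate. It had 13.88 log2 counts on cellobiose, 13.81 on xylose, 12.59 on α-cellulose and 13.74 on xylan. Cter_3895 (12.37) and Cter_3894 (11.84) lay above Cter_4848 on xylan only, and Cter_0657 on no substrate. Abundance alone thus does not single out the cluster among all hydrogenase genes. From the abundance of the cluster Cter_4848 to Cter_4850 and the homology, the paper proposes that the cluster is the primary hydrogenase for H_2_ production.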

Of the Fe-Fe H_2_ases, Cter_4848-Cter_4850 was the most highly expressed under all substrate conditions at both the transcription and proteome level. BLAST analyses showed sequence homology with the *C. thermocellum* trimeric bifurcating hydrogenase (encoded by Cthe_0428-Cthe_0430). Bifurcating hydrogenase was initially characterized in *Thermotoga maritama*, which is known to use both NAD(P)H and reduced ferredoxin as substrates, and functions in the production of H_2_ [58]. If this is true in *C. termitidis*, then Cter_4848-Cter_4850 may be the primary H_2_ase responsible for H_2_ production. Cter_4761-Cter_4763 also showed similarity to bifurcating Cthe_0340-Cthe_0342 of *C. thermocellum*. 

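Mean expression over the 4 substrates ran from 3.20 to 4.36 log2 counts for Cter_4761, from 0.79 to 1.95 for Cter_4762 and from 0.00 to 0.50 for Cter_4763. The last was counted in few samples, and no change of the 3 genes between substrates was detectable at these counts: the smallest adjusted p on any substrate against cellobiose was 0.13.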

However, the RNA transcripts were expressed at very low levels and only the gene product of Cter_4762 was identified. This is in contrast to the findings in *C. thermocellum*, where both the trimeric bifurcating H_2_ases were detected in high amounts in the proteome [6].

## Conclusion

The ability to grow on and ferment the hydrolysis products of two important lignocellulose derived substrates (cellulose and xylan) to valuable end-products (such as ethanol) makes *C. termitidis* an attractive and potential candidate for biofuel production via consolidated bioprocessing. Understanding the expression of gene and gene products associated with cellulase/hemicellulase synthesis and degradation, and cellular metabolism in conjunction with thermodynamics of end-product formation under different substrates, is important to improving our understanding *C. termitidis* physiology and for identifying engineering targets for improving biomass to biofuel production.

In this study, we conducted RNA seq analysis coupled with 2D HPLC-MS/MS quantitative proteomics for the first time, with *C. termitidis* cultured on simple and complex carbohydrates (cellobiose, xylose, xylan, and α–cellulose) as sole carbon sources to identify and understand the expression of genes and gene products associated with hemi/cellulose degradation, transport and pathways involved in conversion of sugars to end-products. In addition, the present study identified that *C. termitidis* is able to ferment both cellobiose and xylose concomitantly, suggesting the ability to utilize either sugar under mixed substrate conditions.

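Of the 33 cellulosomal genes, 32 were higher on α-cellulose than on cellobiose, 32 than on xylan and 32 than on xylose in limma (n = 2 per substrate). The median log2 fold change was 4.65, 5.10 and 5.27 in that order. On α-cellulose 16 of the 33 were in the top 10 % of genes, and on the other 3 substrates none was. For GH48 gene Cter_0524 the log2 fold change was 8.99 ± 0.37 (SE, n = 2 per substrate, adjusted p = 6.3e-07) against xylan and 9.25 ± 0.37 (adjusted p = 5.9e-07) against xylose; quantile normalization, chosen after seeing the data, gave 9.57 and 9.80. As reasons for the low expression elsewhere, the paper proposes the lack of an anchor and the readily metabolized sugars.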

Of the various cellulosome and non-cellulosome associated CAZymes identified, genes for cellulosomal enzymes and its components were found to be highly expressed on α–cellulose compared to other substrates. This may be due to the fact that, cellulosomes adhere to the cell surface and the solid substrate during growth for maximum nutritional benefits. The lack of an anchor and the availability of readily metabolizable sugars during growth on cellobiose, xylose, and xylan may have contributed to the low expression observed on these substrates. Research using natural biomass as growth substrates may help elucidate this further. In addition, studies on isolated cellulosomes may give insights in to substrate based cellulosome composition and modulation. Furthermore, in terms of CAZyme regulation, we were able to associate a number of glycoside hydrolases with both two component and CcpA regulatory systems.

Through correlation of the transcriptomes and proteomes with the fermentation profiles, we were able to identify the pathways involved in carbon flux in *C. termitidis*. 

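Among the 96 genes of central metabolism listed in Figs. 3 to 6 and Table 4, of which 94 were tested in limma, 4 rose on xylose, 6 rose and 6 fell on xylan, and 11 rose and 32 fell on α-cellulose, each against cellobiose (n = 2 per substrate). The log2 fold changes on α-cellulose had a median of −0.43 and ran from −2.19 to 4.64; past an absolute Znet of 1.65 were 3 genes up and 2 down. Cter_4329 and Cter_4331 rose on xylose by 5.40 ± 0.24 (adjusted p = 1.3e-06) and 5.29 ± 0.22 (adjusted p = 8.3e-07), on xylan by 4.56 ± 0.24 (adjusted p = 1.5e-06) and 4.31 ± 0.22 (adjusted p = 1.1e-06), and on α-cellulose, a hexose substrate, by 2.94 ± 0.24 (adjusted p = 2e-05) and 3.55 ± 0.22 (adjusted p = 3.7e-06). Compared directly, α-cellulose was lower than xylan, with −1.62 ± 0.24 (adjusted p = 0.00071) and −0.75 ± 0.22 (adjusted p = 0.025), which became −0.90 with quantile normalization, chosen after seeing the data, and −0.28 with total count scaling.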

While major differences were not observed in gene and gene product expression for enzymes associated with central metabolism as has been observed in other fermentative organisms [59], xylulokinase and xylose isomerase of the pentose phosphate pathway were found to be highly up- regulated on five carbon sugars compared to hexose sugars. However, to be able to fully understand the regulation of carbon and electron flux, biochemical characterization of associated enzymes, which has not yet been conducted, is necessary. In the presence of multiple paralogs with the same annotation, we were also able to propose which of these were the key genes associated with catabolism based on their expression levels. Nevertheless, this study has enhanced our understanding of the physiology and metabolism of *C. termitidis*, and provides a foundation for future studies on metabolic engineering to optimize biofuel production from natural biomass.

## Methods

### Bacteria and culture conditions

*Clostridium termitidis* CT1112, obtained from American Type Culture Collection (ATCC 51846), was cultured anaerobically at 37 °C in complex 1191 medium [60] containing 2 g/L each of cellobiose, xylose, α-cellulose and beechwood xylan (Sigma-Aldrich Canada) as growth substrates. Batch experiments to investigate the ability of *C. termitidis* to utilize xylose and cellobiose concomitantly were conducted in Balch tubes (Bellco Glass Co.) with a total working volume of 27 mL. 100 g/L sterile, anaerobic cellobiose and xylose were prepared and filter-sterilized into anaerobic, sterile serum bottles (Fisher Scientific) sealed with butyl rubber stopper and aluminium crimp top. These were added to the tubes aseptically to a final concentration of 1 g/L each. For the mixed substrates, cellobiose plus xylose (1 g/L anaerobic cellobiose and 1 g/L anaerobic xylose) were added so that the final concentration was 2 g/L. Fresh cultures were maintained by routinely transferring 10 % (v/v) mid-exponential phase cultures into serum bottles containing fresh 1191 media and various substrates. All chemicals were reagent grade and were obtained from Fischer Scientific unless otherwise stated.

Growth experiments were conducted in 3 independent biological replicates. Cell growth was monitored by spectrophotometry and/or protein concentration (Biochrom, Novaspec II) at 600 nm (OD_600_) for cellobiose, xylose and xylan cultures every four hours (h) and, by total protein concentration for the α-cellulose experiments every 24 h, using a modification of the Bradford method [61]. Briefly, aliquots of each culture were transferred to micro-centrifuge (1.5 mL) tubes and centrifuged to separate the pellets and the supernatants. The pellets were washed with 0.9 % NaCl and re-suspended in 1 mL of 0.2 M NaOH. Samples were incubated at 100 °C in a water bath for 10 minutes (min). Supernatants were collected for Bradford analysis using Bradford’s reagent. Optical densities were measured in 96 well plates at 595 nm using a PowerWave XS multi-plate reader (BIO-TEK, Synergy 4).

### Gas measurement, pH, and end-product analysis

Hydrogen and CO_2_ concentrations were measured using an Agilent 7890A gas chromatograph system (Agilent Technologies Canada Inc. Mississauga, ON), equipped with a Thermal Conductivity Detector (TCD). The pH of each sample was measured using a Sension 2 pH ISE meter (Hach) outfitted with a ThermoOrion triode probe. Soluble end-products and sugar analysis was carried out by high-performance liquid chromatography (Waters Corp., Milford, MA) equipped with a refractive index detector (model 2414) and an ion exclusion column (Aminex HPX-87H; Bio-Rad laboratories, Hercules, CA) using 5 mM sulphuric acid as the mobile phase. Residual cellulose was measured as described previously [18].

Samples for the isolation of total RNA and protein, for RNA seq and proteomic analysis respectively, were collected at exponential phase of growth for each substrate, from two independently replicated experiments. Culture samples were centrifuged in a Sorval (SH BK-3000 rotor) centrifuge at 4750 × g for 15 min at 4 °C to collect pellets. Cell pellets for RNA isolation were submerged in RNA later solution (Life technologies, Burlington, Canada). All cell pellets were stored at −80 °C until further use.

### Total RNA isolation and RNA sequencing

Total RNA from cell pellets was isolated using the ChargeSwitch magnetic bead-based technique for RNA extraction (Life Technologies, Burlington, Canada) according to the manufacturer’s instructions. Samples were treated with DNase to remove contaminating DNA. Total RNA concentrations were measured on NanoDrop spectrophotometer ND-1000 (NanoDrop Technologies, Wilmington, USA), and RNA integrity was assessed using Experion Automated electrophoresis system (Bio RAD, Mississauga, Canada). RNA sequencing was carried out using the Illumina HiSeq 2000 platform by McGill University and Genome Quebec Innovation Center, from high quality RNA samples (RIN > 7).

### Proteomic analysis

Cell pellets were washed thoroughly 3 times with 1X PBS (pH 7.4) and protein was isolated using the filter aided sample preparation method [62].

Proteins were digested in a 1:50 trypsin/protein ratio (Promega, Madison, WI) and the resulting peptides were cleaned as described previously [18] Desalted peptides were stored at −80 °C and lyophilized for subsequent iTRAQ labeling and 2D-HPLC-MS/MS analysis.

Each trypsinized protein sample (~100 μg) was labelled with 4-plex iTRAQ reagent (Applied Biosystems, Foster City, CA, USA), in accordance with manufacturer’s instructions. Samples were labeled as follows: 114: cellobiose (replicate 1); 115: xylose (replicate 1); 116: α-cellulose, (replicate 1); 117: xylan (replicate 1). Samples from biological replicate 2 for each substrate were similarly labeled. Labeling reactions were stopped by diluting with water. Labeled samples were mixed in equal proportions and lyophilized for 2D-HPLC-MS/MS.

Mixed iTRAQ labelled peptides were spiked with a mixture of six internal standard peptides [63], fractionated on the Agilent 1100 Series HPLC system using the C18 X-Terra column and eluted as previously described [18]. Peptide fractions collected were concatenated as described by Dwivedi et al. [64] into a total of 26 fractions. Fractions were lyophilized and stored at −80 °C until needed. Each fraction was re-suspended in 100 μL of 0.1 % formic acid for second (2nd) dimension separation.

On-line 2nd dimension separation was carried out on a splitless nanoflow Tempo LC system (Eksigent, Dublin, CA). Twenty (20) μL of sample was injected via a PepMap100 trap column (0.3 mm × 5 mm, 5 μm, 100 Å; Dionex Corporation, Sunnyvale, CA, USA) and a 100 μm × 150 mm analytical column packed with 5 μm Luna C18(2) (Phenomenex, Torrance, CA). Both eluents A (2 % acetonitrile in water) and B (98 % acetonitrile) contained 0.1 % formic acid as ion-pairing modifier. A 0.35 % acetonitrile/min linear gradient (0–35 % B) was used for peptide elution, providing a total of 2 h run time per fraction. TripleTOF 5600 mass spectrometer (Applied Biosystems, Foster City, CA) was used in standard MS/MS data-dependent acquisition mode with a nano-electrospray ionization source. The spectrometer was set to perform data acquisition in the positive ion mode, with a selected mass range of m/z 400 to 1500 for 1 second (s). This was followed by three MS/MS measurements on the most intense parent ions (80 counts/s threshold, +2 to +4 charge state, and m/z 100 to 1500 mass range for MS/MS), using the manufacturer's ‘smart exit’ and built in iTRAQ settings.

### Protein and RNA identification and statistical analysis

Reads from RNAseq and the peptide MS/MS spectra from proteomic analysis were identified by mapping to the IMG/ER version of the *C. termitidis* annotation of the genome available at DDBJ/EMBL/GenBank under the accession AORV00000000. For proteins, raw WIFF spectrum collection files were converted into Mascot Generic Format (MGF) using the Mascot.dll script bundled with Analyst QS2.0 [65]. These collections of CID spectra were analyzed using our in-house graphic processor unit (GPU)-based peptide identification engine [66] and X!tandem with the same search settings. A protein level false positive rate of 0.4% and a false positive peptide count of approximately 500 out of 23,039 uniquely assigned was reported. Settings used were: tryptic peptides, up to one missed cleavage; 100 ppm and 0.4 Da mass tolerances for parent and fragment ions respectively, and a constant PTM of carbamidomethylation on cysteine (C + 57.021). Candidate peptide masses and CID parent masses must fall within a fixed tolerance, typically 20 PPM for the TripleTOF 5600 mass spectrometer. Transcriptomic analysis (RNA seq) was performed using an in-house alignment engine that enumerates exact 100mer alignments against their source genes. The entire RNA seq dataset has been deposited in NCBI’s Gene Expression Omnibus (GEO, [67]) database under accession number GSE66125 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66125).

We have developed a simple platform for mapping multi-omic expression values into a common analysis matrix using our in-house lobe/UNITY analysis platform [68]. Columns contain log2 expression values for a given experiment, while rows encode the source proteins/genes, their annotation descriptions, and each gene’s mapping into four “higher-order variables” (HOVs) extracted from the IMG-ER “Export Gene Information” function [69]. These HOVs, which include METACYC pathways, enzyme class (EC) numbers, clusters of orthologous group (COG) letters, and KEGG pathway modules, were selected to both overlap somewhat and provide useful degrees of biological granularity. Our analysis uses a set of relatively simple scatterplot, counting, mapping, transformation, difference and filtering functions applied to this matrix. Prior to analysis, expression data from RNAseq and proteomics is subjected to some simple filtering: RNAseq values must have at least two alignment counts, and proteins must have at least two peptides with expectation values of log(e) < −1.5 each.

Expression values as total ion counts (TIC) were the log2 value of the sum of their member peptide iTRAQ reporter-ion intensities (CID fragments) for proteomics and, log2 of the sum of 100-mer alignment elements per gene for transcriptomics for simplified differential analysis and comparison. Relative expression levels between growth conditions for RNA transcripts were computed using a simple transformation, as described by Verbeke et al. [59], which combines difference measurements into unified expression notations: R, based on RNA level Z-scores and measured in units of standard deviation. For each comparison, four different measurements were determined, which incorporate the intra replicate (Z0 = B_X_–A_X_, Z1 = B_Y_–A_Y_), as well as the cross state (Z2 = A_X_ –A_Y_; Z3 = B_X_–B_Y_) variability, where A and B represent two biological replicates and X and Y represent different substrates. In the case of 2D-HPLC MS/MS, due to the large differences in the number of CID spectra collected between biological replicates (278,000 versus 146,000) and corresponding differences in peptide and protein identification and quantitation, we opted to conduct analysis using only the larger run set. The validity of the current proteomic data was however confirmed by comparing it to a previous iTRAQ run on α-cellulose and cellobiose [18] (Additional file 12). Therefore only the cross state difference measurements: P, were used for the analysis in this study. Although this earlier data was collected using a previous generation of instrumentation, the ~ 1400 proteins common between these experiments gave log2 intensity correlations of *R*^2^ ~ 0.7 in both states (alpha cellulose and cellobiose). Differences between the alpha cellulose and cellobiose protein expression across these two experiments similarly correlated.

For both RNA seq and proteomics, data from xylose, xylan and α-cellulose was measured against cellobiose. The resulting difference populations were each normalized to a mean of zero and a standard deviation of 1 and subjected to a simple algorithm for merging them into a single normalized expression value, Rnet and Pnet, for transcriptomics and proteomics respectively, which were used in subsequent analysis. This final differential expression distribution is roughly Gaussian, with the outermost 33 % of the population with Z-scores of > 1, outermost 10 % of the population having absolute-value Z-scores >1.65 and the outermost 5 % of the population having absolute-value Z-scores >1.96. For the current work, normalized transcriptomic values Rnet are represented as follows: (i) R0 = xylose grown cells – cellobiose grown cells; (ii) R1 = α-cellulose grown cells – cellobiose grown cells; and (iii) R2 = xylan grown cells – cellobiose grown cells. Similarly, normalized proteomic values Pnet are represented as follows: (i) P0 = xylose grown cells – cellobiose grown cells; (ii) P1 = α-cellulose grown cells – cellobiose grown cells; and (iii) P2 = xylan grown cells – cellobiose grown cells. Therefore, for any protein or RNA, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate. Since Z-scores are normalized differential expression values between growth states, in units of standard deviation for their respective populations, a Z-score magnitude cutoff of approximately ≥ 1.65, (representing approximately the outermost ten percent of the difference population), provides a good compromise between stringency and differential expression exploration.

### Data validation

RNA and Protein expression data correlation under each experimental condition was carried out by plotting the Log2 expression values of transcriptomic and proteomic data (Additional file 4). The dynamic range of Log2 expression values for RNAseq and proteomic analyses was > 4 and > 10 respectively. Furthermore, a simple function was developed to evaluate the statistical significance of a two-state two-replicate dataset, on a gene-by-gene basis. This function computes an overall measurement of the system quality as the ratio of the mean of the standard deviations of the cross state and intra-replicate populations. This is known as the system to noise (S/N) ratio. On an individual gene level, the S/N is the ratio of the vector magnitudes across states and intra-replicate normalized values, scaled by the overall system S/N values. All genes with a S/N > 2.8 were found to have a False discovery rate of 10 % or less, which was computed through a simple Monte-Carlo Model. This function allowed reliable access to smaller differential expression values across states, provided the variation in corresponding intra-replicate measurements were sufficiently small.

### Genome analysis

Unless specified, BLASTP search tools with default settings in IMG-ER were used to assess similarity with other bacteria [69]. Putative catabolite responsive elements (*Cre* sequences) in the *C. termitidis* genome were searched for with an ad hoc perl script using the reported consensus sequence from *Bacillus subtilis* [70] as a query.

## Additional files

Additional file 1: End-product synthesis patterns in cultures of *C. termitidis* containing 2 g/L α-cellulose, cellobiose, xylan, and xylose. Gas production (A) and soluble end-products (B) in α-cellulose cultures; Gas production (C) and soluble end-products (D) in cellobiose cultures; Gas production (E) and soluble end-products (F) in xylan culture; Gas production (G) and soluble end-products (H) in xylose cultures Bars above and below the means represent standard deviation between replicates. (PDF 253 kb) Additional file 2: Linear regression analysis of the sum of log2 100-mer reads per gene, between biological replicates. Values given for replicates grown on 2 g/L each α-cellulose (A); cellobiose (B); xylan (C); and xylose (D). Values observed for biological replicate 1 are plotted on the x-axis, while the corresponding values for biological replicate 2 are plotted on the y-axis. (PDF 1010 kb) Additional file 3: Scatter plots showing differential RNA seq Z-scores between replicates and across state (substrates). Cross state analysis was carried out against cellobiose in all cases. AC: α-cellulose; CB: cellobiose. Values plotted along axis are from both biological replicates. (PDF 917 kb) Additional file 4: Correlation of log2 expression values of transcriptomic and proteomic under the four experimental conditions. A: Cellobiose; B: Xylose; C: α-cellulose; D: Xylan (PDF 426 kb) Additional file 5: Overall biological signal to systematic noise ratio of RNAseq analyses under four experimental conditions. AC: α-cellulose; CB: cellobiose; Rep: replicate (PDF 85 kb) Additional file 6: Expression values and Znet values of genes and gene products identified in *C. termitidis* cultured under various substrate conditions. Normalized proteomic Z-scores Pnet are represented as: (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. Normalized transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. For any protein or RNA transcripts, a negative value represents higher expression on cellobiose, while a positive value represents higher expression in any of the other corresponding substrate. Signal to Noise ratios (S/N) of individual genes under two comparing conditions are given. S/N0: xylose grown cells vs cellobiose grown cells; S/N1: α-cellulose grown cells – cellobiose grown cells; S/N2: xylan grown cells – cellobiose grown cells. Genes with a S/N value 2.8 or greater have a false discovery rate (FDR) 10 % or less. CB, Cellobiose; AC, α-cellulose; Numbers in brackets indicate biological replicate. (XLSX 817 kb) Additional file 7: Znet scores of LacI transcriptional regulators and Histidine containing proteins in *C. termitidis*. Normalized proteomic Z-scores Pnet are represented as: (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. Normalized transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. Highlighted cells represent Znet-value threshold for up and down regulation of ± 1.65 (representing the outermost 10 % of the data set). (XLSX 11 kb) Additional file 8: Potential *cre* sequences identified within the *C. termitidis* CT1112 genome (XLSX 19 kb) Additional file 9: Highly expressed ABC type sugar transporters identified in the transcriptome and proteome of *C. termitidis.* Normalized proteomic Z-scores Pnet are represented as: (i) P0: xylose grown cells – cellobiose grown cells; (ii) P1: α-cellulose grown cells – cellobiose grown cells; and (iii) P2: xylan grown cells – cellobiose grown cells. Normalized transcriptomic Z-scores Rnet are represented as: (i) R0: xylose grown cells – cellobiose grown cells; (ii) R1: α-cellulose grown cells – cellobiose grown cells; and (iii) R2: xylan grown cells – cellobiose grown cells. Highlighted cells represent Znet-value threshold for up and down regulation of ± 1.65 (representing the outermost 10 % of the data set). Up-regulation in the corresponding substrate with respect to cellobiose are highlighted in red, while down-regulation in the corresponding substrate with respect to cellobiose are highlighted in green. (XLSX 11 kb) Additional file 10: Gas production and soluble end-product synthesis patterns of *C.termitidis* cultured on 1 g/L cellobiose, 1 g/L xylose, and 1 g/L cellobiose plus 1 g/L xylose. Gas production (A) in 1 g/L cellobiose cultures; Gas production (B) in 1 g/L xylose cultures; Gas production (C) in 1 g/L cellobiose plus 1 g/L xylose cultures; soluble end products (D) in 1 g/L cellobiose cultures; soluble end products (E) in 1 g/L xylose cultures; soluble end products (F) in 1 g/L cellobiose plus 1 g/L xylose culture. Bars above and below the means represent standard deviation between replicates. (PDF 150 kb) Additional file 11: RNA seq and Proteomics expression values of enzymes identified in *C. termitidis* carbon metabolism pathways. CB: cellobiose; AC: α –cellulose. Numbers in brackets indicate replicate samples (XLSX 18 kb) Additional file 12: Proteomic expression values and Znet scores of previously run iTRAQ on 2 g/L each of α-cellulose and cellobiose

## Abbreviations

2D-HPLC MS/MS: two dimensions high profile chromatography mass spectrometry
ABC transporters: ATP binding cassette transporters
ACK: acetate kinase
AdhE: bifunctional acetaldehyde/alcohol dehydrogenase
ADHs: alcohol dehydrogenases
ALDs: aldehyde dehydrogenases
ATK: acetate thiokinase
ATP: adenosine triphosphate
BLAST: basic local alignment search tool
CAZymes: carbohydrate active enzymes
CBP: consolidated bioprocessing
CCPA: carbon catabolite protein A
CCR: carbon catabolite repression
CID: collision induced dissociation
CO_2_: carbon-dioxide
COGs: cluster of orthologous groups
EMP: Embden Meyerhof parnas pathway
FN3: fibronectin type 3 domain
H_2_: hydrogen
HOVs: higher order variables
IMG/ER: integrated microbial genomics expert review
iTRAQ: isobaric tags for relative and absolute quantitation
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDH: lactate dehydrogenase
MetaCyc: metabolic pathways and enzymes database
NiFe H_2_ases: nickel iron hydrogenases
OAADC: oxaloacetate decarboxylase
PEP: phosphoenol pyruvate
PEPCK: phosphoenolpyruvate carboxykinase
PFL: pyruvate formate lyase
POR: pyruvate ferredoxin oxidoreductase
PPDK: AMP-dependent pyruvate phosphate dikinase
PPi: inorganic pyrophospahete
PPK: ATP-dependent pyruvate kinase
PTA: phosphate acetyl transferase
RIN: RNA integrity number
RNA seq: RNA sequencing
TCS: two component regulatory system
TIC: total ion current

## References

[1] Demain AL, Newcomb M, Wu JHD (2005). Cellulase clostridia, and ethanol. Microbiol Mol Biol Rev.

[2] Lynd LR, Weimer PJ, Van Zyl WH, Isak S, Pretorius IS (2002). Microbial cellulose utilization: fundamentals and biotechnology. Microbiol Mol Biol Rev.

[3] Ulrich-Merzenich G, Zeitler H, Jobst D, Panek D, Vetter H, Wagner H (2007). Application of the “-Omic-” technologies in phytomedicine. Phytomedicine.

[4] Wei H, Fu Y, Magnusson L, Baker JO, Maness P-C, Xu Q, Yang S, Bowersox A, Bogorad I, Wang W (2014). Comparison of transcriptional profiles of Clostridium thermocellum grown on cellobiose and pretreated yellow poplar using RNA-Seq. Front Microbiol.

[5] Wilson CM, Yang S, Rodriguez M, Ma Q, Johnson CM, Dice L, Xu Y, Brown SD (2013). Clostridium thermocellum transcriptomic profiles after exposure to furfural or heat stress. Biotechnol Biofuels.

[6] Rydzak T, McQueen PD, Krokhin O, Spicer V, Ezzati P, Dwivedi RC, Shamshurin D, Levin DB, Wilkins JA, Sparling R (2012). Proteomic analysis of Clostridium thermocellum core metabolism: relative protein expression profiles and growth phase-dependent changes in protein expression. BMC Microbiol.

[7] Raman B, McKeown CK, Rodriguez M, Brown SD, Mielenz JR (2011). Transcriptomic analysis of Clostridium thermocellum ATCC 27405 cellulose fermentation. BMC Microbiol.

[8] Stevenson DM, Weimer PJ (2005). Expression of 17 genes in Clostridium thermocellum ATCC 27405 during fermentation of cellulose or cellobiose in continuous culture. Appl Environ Microbiol.

[9] Raman B, Pan C, Hurst GB, Rodriguez M, McKeown CK, Lankford PK (2009). Impact of pretreated Switchgrass and biomass carbohydrates on Clostridium thermocellum ATCC 27405 cellulosome composition: a quantitative proteomic analysis. PLoS One.

[10] Xu C, Huang R, Teng L, Wang D, Hemme CL, Borovok I, He Q, Lamed R, Bayer EA, Zhou J (2013). Structure and regulation of the cellulose degradome in *Clostridium cellulolyticum*. Biotechnol Biofuels.

[11] Ramachandran U, Wrana N, Cicek N, Sparling R, Levin DB (2008). Hydrogen production and end-product synthesis p1. Ramachandran U, Wrana N, Cicek N, Sparling R, Levin DB: Hydrogen production and end-product synthesis patterns by *Clostridium termitidis* strain CT1112 in batch fermentation cultures with cellobiose. Int J Hydrogen Energy.

[12] Hethener P, Brauman A, Garcia J-L (1992). *Clostridium termitidis* sp. nov., a Cellulolytic Bacterium from the Gut of the Wood-feeding Termite, *Nasutitermes lujae*. Syst Appl Microbiol.

[13] Munir RI, Schellenberg J, Henrissat B, Verbeke TJ, Sparling R, Levin DB (2014). Comparative analysis of carbohydrate active enzymes in Clostridium termitidis CT1112 reveals complex carbohydrate degradation ability. PLoS One.

[14] Bayer EA, Belaich J-P, Shoham Y, Lamed R (2004). The cellulosomes: multienzyme machines for degradation of plant cell wall polysaccharides. Annu Rev Microbiol.

[15] Doi RH, Kosugi A (2004). Cellulosomes: plant-cell-wall-degrading enzyme complexes. Nat Rev Microbiol.

[16] Tamaru Y (2001). The Clostridium cellulovorans cellulosome: an enzyme complex with plant cell wall degrading activity. Chem Rec.

[17] Schwarz WH (2001). The cellulosome and cellulose degradation by anaerobic bacteria. Appl Microbiol Biotechnol.

[18] Munir RI, Spicer V, Shamshurin D, Krokhin OV, Wilkins J, Ramachandran U, Sparling R, Levin DB (2015). Quantitative proteomic analysis of the cellulolytic system of Clostridium termitidis CT1112 reveals distinct protein expression profiles upon growth on α-cellulose and cellobiose. J Proteomics.

[19] Lynd LR, van Zyl WH, McBride JE, Laser M (2005). Consolidated bioprocessing of cellulosic biomass: an update. Curr Opin Biotechnol.

[20] Zverlov VV, Kellermann J, Schwarz WH (2005). Functional subgenomics of Clostridium thermocellum cellulosomal genes: Identification of the major catalytic components in the extracellular complex and detection of three new enzymes. Proteomics.

[21] Gold ND, Martin VJJ (2007). Global view of the Clostridium thermocellum cellulosome revealed by quantitative proteomic analysis. J Bacteriol.

[22] De Philip P, Lignon S, Tardif C, Page S (2010). Modulation of cellulosome composition in Clostridium cellulolyticum: adaptation to the polysaccharide environment revealed by proteomic and carbohydrate- active enzyme analyses. Proteomics.

[23] Tamaru Y, Miyake H, Kuroda K, Nakanishi A, Matsushima C, Doi RH, Ueda M (2011). Comparison of the mesophilic cellulosome-producing Clostridium cellulovorans genome with other cellulosome-related clostridial genomes. Microb Biotechnol.

[24] Bayer E, Lamed R, White B, Flint H (2008). From cellulosomes to cellulosomics. Chem Rec (New York, NY).

[25] Bagnara-Tardif C, Gaudin C, Belaich A, Hoest P, Citard T, Belaich JP (1992). Sequence analysis of a gene cluster encoding cellulases from Clostridium cellulolyticum. Gene.

[26] Kataeva IA, Seidel RD, Shah A, West LT, Li X-L, Ljungdahl LG (2002). The fibronectin type 3-like repeat from the Clostridium thermocellum cellobiohydrolase CbhA promotes hydrolysis of cellulose by modifying its surface. Appl Environ Microbiol.

[27] Fujita Y (2009). Carbon catabolite control of the metabolic network in Bacillus subtilis. Biosci Biotechnol Biochem.

[28] Warner JB, Lolkema JS (2003). CcpA-dependent carbon catabolite repression in bacteria. Microbiol Mol Biol Rev.

[29] Abdou L, Boileau C, De Philip P, Pagès S, Fiérobe HP, Tardif C (2008). Transcriptional regulation of the Clostridium cellulolyticum cip-cel operon: a complex mechanism involving a catabolite-responsive element. J Bacteriol.

[30] Stock AM, Robinson VL, Goudreau PN (2000). Two-component signal transduction. Annu Rev Biochem.

[31] Celik H, Blouzard JC, Voigt B, Becher D, Trotter V, Fierobe HP, Tardif C, Pagès S, de Philip P (2013). A two-component system (XydS/R) controls the expression of genes encoding CBM6-containing proteins in response to straw in clostridium cellulolyticum. PLoS One.

[32] Schurig H, Beaucamp N, Ostendorp R, Jaenicke R, Adler E, Knowles JR (1995). Phosphoglycerate kinase and triosephosphate isomerase from the hyperthermophilic bacterium Thermotoga maritima form a covalent bifunctional enzyme complex. EMBO J.

[33] Sprenger G a (1995). Genetics of pentose-phosphate pathway enzymes of Escherichia coli K-12. Arch Microbiol.

[34] Zeikus JG (1980). Chemical and fuel production by anaerobic bacteria. Annu Rev Microbiol.

[35] Flechner A, Gross W, Martin WF, Schnarrenberger C (1999). Chloroplast class I and class II aldolases are bifunctional for fructose-1,6-biphosphate and sedoheptulose-1,7-biphosphate cleavage in the Calvin cycle. FEBS Lett.

[36] Mertens E, De Jonckheere J, Van Schaftingen E (1993). Pyrophosphate-dependent phosphofructokinase from the amoeba Naegleria fowleri, an AMP-sensitive enzyme. Biochem J.

[37] Susskind BM, Warren LG, Reeves RE (1982). A pathway for the interconversion of hexose and pentose in the parasitic amoeba Entamoeba histolytica. Biochem J.

[38] Carere CR, Rydzak T, Verbeke TJ, Cicek N, Levin DB, Sparling R (2012). Linking genome content to biofuel production yields: a meta-analysis of major catabolic pathways among select H2 and ethanol-producing bacteria. BMC Microbiol.

[39] Sparling R, Carere C, Rydzak T, Schellenberg J, Levin DB, Azbar N, Levin DB (2012). Comparative genomics and bioenergetics of dark fermentation (Chapter 10). State of the art and progress in production of biohydrogen.

[40] Tjaden B, Plagens A, Dörr C, Siebers B, Hensel R (2006). Phosphoenolpyruvate synthetase and pyruvate, phosphate dikinase of Thermoproteus tenax: Key pieces in the puzzle of archaeal carbohydrate metabolism. Mol Microbiol.

[41] Lengler WJ, Drews J, Schlegel GH (1999). Biology of prokaryotes.

[42] Li Y, Tschaplinski TJ, Engle NL, Hamilton CY, Rodriguez M, Liao JC, Schadt CW, Guss AM, Yang Y, Graham DE (2012). Combined inactivation of the Clostridium cellulolyticum lactate and malate dehydrogenase genes substantially increases ethanol yield from cellulose and switchgrass fermentations. Biotechnol Biofuels.

[43] Rodriguez-Contreras D, Hamilton N (2014). Gluconeogenesis in Leishmania Mexicana. Contribution of glycerol kinase, phosphoenolpyruvate carboxykinase, and pyruvate phosphate dikinase. J Biol Chem.

[44] Benziman M, Eizen N (1971). Pyruvate-phosphate dikinase and the control of gluconeogenesis in Acetobacter xylinum. J Biol Chem.

[45] Reeves RE, Menzies R a, Hsu DS (1968). The pyruvate-phosphate dikinase reaction. The fate of phosphate and the equilibrium. J Biol Chem.

[46] Ben-Bassat A, Lamed R, Zeikus JG (1981). Ethanol production by thermophilic bacteria: metabolic control of end product formation in Thermoanaerobium brockii. J Bacteriol.

[47] Yang S, Giannone RJ, Dice L, Yang ZK, Engle NL, Tschaplinski TJ, Hettich RL, Brown SD (2012). Clostridium thermocellum ATCC27405 transcriptomic, metabolomic and proteomic profiles after ethanol stress. BMC Genomics.

[48] Willquist K, van Niel EWJ (2010). Lactate formation in Caldicellulosiruptor saccharolyticus is regulated by the energy carriers pyrophosphate and ATP. Metab Eng.

[49] Zhou Q, Shao W-L (2010). Molecular genetic characterization of the thermostable L-lactate dehydrogenase gene (ldhL) of Thermoanaerobacter ethanolicus JW200 and biochemical characterization of the enzyme. Biochemistry (Mosc).

[50] Lovitt RW, Shen GJ, Zeikus JG (1988). Ethanol production by thermophilic bacteria: biochemical basis for ethanol and hydrogen tolerance in Clostridium thermohydrosulfuricum. J Bacteriol.

[51] Özkan M, Yllmaz EI, Lynd LR, Özcengiz G (2004). Cloning and expression of the Clostridium thermocellum L-lactate dehydrogenase gene in Escherichia coli and enzyme characterization. Can J Microbiol.

[52] Cook GM (2000). The intracellular pH of the thermophilic bacterium Thermoanaerobacter wiegelii during growth and production of fermentation acids. Extremophiles.

[53] Becker A, Kabsch W (2002). X-ray structure of pyruvate formate-lyase in complex with pyruvate and CoA. How the enzyme uses the Cys-418 thiyl radical for pyruvate cleavage. J Biol Chem.

[54] Lamed R, Zeikus JG (1980). Ethanol production by thermophilic bacteria: relationship between fermentation product yields of and catabolic enzyme activities in Clostridium thermocellum and Thermoanaerobium brockii. J Bacteriol.

[55] Lin WR, Lee CC, Hsu JJ, Hamel JF, Demain AL (1998). Properties of acetate kinase activity in Clostridium thermocellum cell extracts. Appl Biochem Biotechnol.

[56] Melville SB, Michel TA, Macy JM (1988). Pathway and sites for energy conservation in the metabolism of glucose by selenomonas ruminantium. J Bacteriol.

[57] Vignais PM, Billoud B, Meyer J (2001). Classification and phylogeny of hydrogenases. FEMS Microbiol Rev.

[58] Schut GJ, Adams MWW (2009). The iron-hydrogenase of Thermotoga maritima utilizes ferredoxin and NADH synergistically: a new perspective on anaerobic hydrogen production. J Bacteriol.

[59] Verbeke TJ, Spicer V, Krokhin OV, Zhang X, Schellenberg JJ, Fristensky B, Wilkins JA, Levin DB, Sparling R (2014). Thermoanaerobacter thermohydrosulfuricus WC1 shows protein complement stability during fermentation of Key lignocellulose-derived substrates. Appl Environ Microbiol.

[60] Islam R, Cicek N, Sparling R, Levin D (2006). Effect of substrate loading on hydrogen production during anaerobic fermentation by Clostridium thermocellum 27405. Appl Microbiol Biotechnol.

[61] Bradford MM (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal Biochem.

[62] Wisniewski JR, Zougman A, Nagaraj N, Mann M (2009). Universal sample preparation method for proteome analysis. Nat Methods.

[63] Krokhin OV, Spicer V (2009). Peptide retention standards and hydrophobicity indexes in reversed-phase high-performance liquid chromatography of peptides. Anal Chem.

[64] Dwivedi RC, Spicer V, Harder M, Antonovici M, Ens W, Standing KG, Wilkins JA, Krokhin OV (2008). Practical implementation of 2D HPLC scheme with accurate peptide retention prediction in both dimensions for high-throughput bottom-up proteomics. Anal Chem.

[65] Perkins DN, Pappin DJC, Creasy DM, Cottrell JS (1999). Probability-based protein identification by searching sequence databases using mass spectrometry data. Electrophoresis.

[66] McQueen P, Spicer V, Rydzak T, Sparling R, Levin D, Wilkins JA, Krokhin O (2012). Information-dependent LC-MS/MS acquisition with exclusion lists potentially generated on-the-fly: case study using a whole cell digest of Clostridium thermocellum. Proteomics.

[67] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[68] McQueen P, Spicer V, Schellenberg J, Krokhin O, Sparling R, Levin D, Wilkins JA (2015). Whole cell, label free protein quantitation with data independent acquisition: quantitation at the MS2 level. Proteomics.

[69] Markowitz VM, Mavromatis K, Ivanova NN, Chen I-MA, Chu K, Kyrpides NC (2009). IMG ER: a system for microbial genome annotation expert review and curation. Bioinformatics.

[70] Miwa Y, Nakata A, Ogiwara A, Yamamoto M, Fujita Y (2000). Evaluation and characterization of catabolite-responsive elements (cre) of Bacillus subtilis. Nucleic Acids Res.

# Supplementary material for: Transcriptomic and proteomic analyses of core metabolism in Clostridium termitidis CT1112 during growth on α-cellulose, xylan, cellobiose and xylose
**Source:** BMC Microbiol. 2016 May 23;16:91. doi: 10.1186/s12866-016-0711-x
**Supplement:** Additional file 5: — Overall biological signal to systematic noise ratio of RNAseq analyses under four experimental conditions. AC: α-cellulose; CB: cellobiose; Rep: replicate

|                                                             | <b>Comparison</b>            | <b>Standard deviation (RNA seq)</b> |
|-------------------------------------------------------------|------------------------------|-------------------------------------|
| Biological<br>signal                                        | Xylose Rep 1 vs CB Rep 1     | 1.05                                |
|                                                             | Xylose Rep 2 vs CB Rep 2     | 1.08                                |
|                                                             | AC Rep 1 vs CB Rep 1         | 1.73                                |
|                                                             | AC Rep 2 vs CB Rep 2         | 1.59                                |
|                                                             | Xylan Rep 1 vs CB Rep 1      | 1.22                                |
|                                                             | Xylan Rep 2 vs CB Rep 2      | 1.24                                |
| System noise                                                | CB Rep 1 vs CB Rep 2         | 0.58                                |
|                                                             | Xylose Rep 1 vs Xylose Rep 2 | 0.8                                 |
|                                                             | AC Rep 1 vs AC Rep 2         | 0.6                                 |
|                                                             | Xylan Rep 1 vs Xylan Rep 2   | 0.82                                |
| Signal to noise<br>ratio for each<br>comparing<br>condition | Xylose vs CB Rep 1, 2        | 1.54                                |
|                                                             | AC vs CB Rep 1, 2            | 2.81                                |
|                                                             | Xylan vs CB Rep 1, 2         | 1.76                                |

# Supplementary material for: Transcriptomic and proteomic analyses of core metabolism in Clostridium termitidis CT1112 during growth on α-cellulose, xylan, cellobiose and xylose
**Source:** BMC Microbiol. 2016 May 23;16:91. doi: 10.1186/s12866-016-0711-x

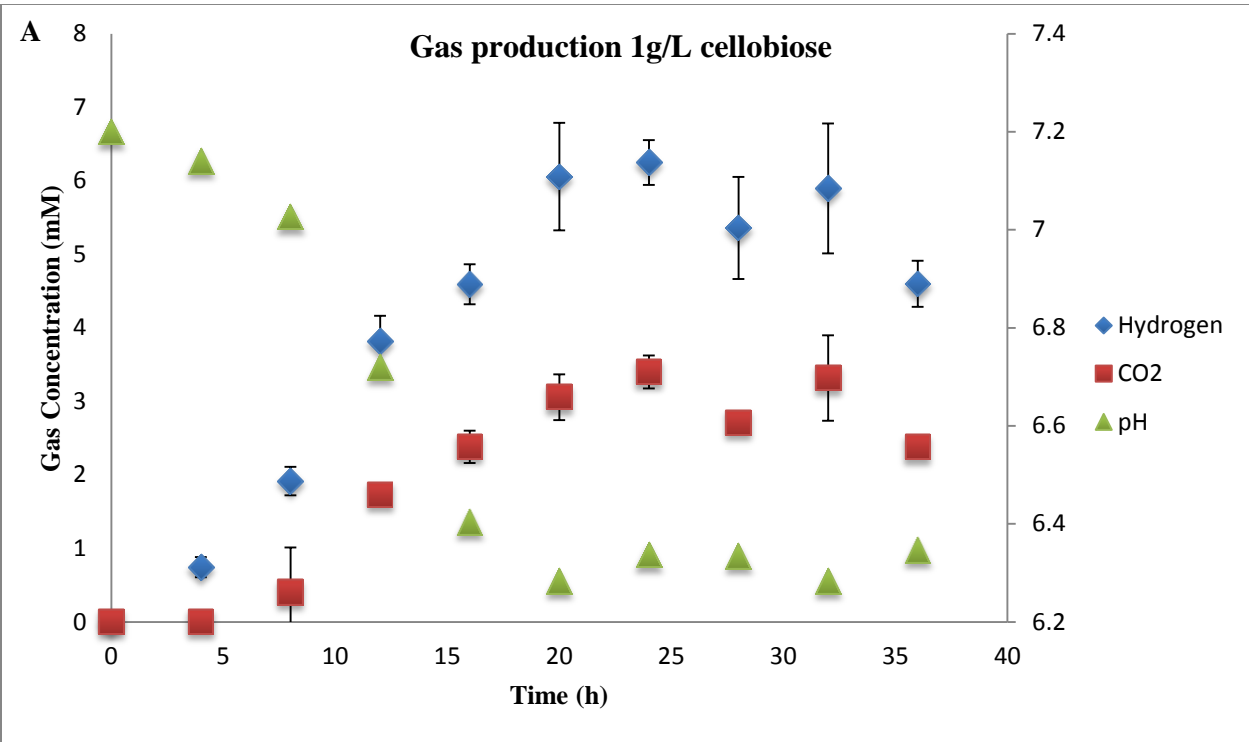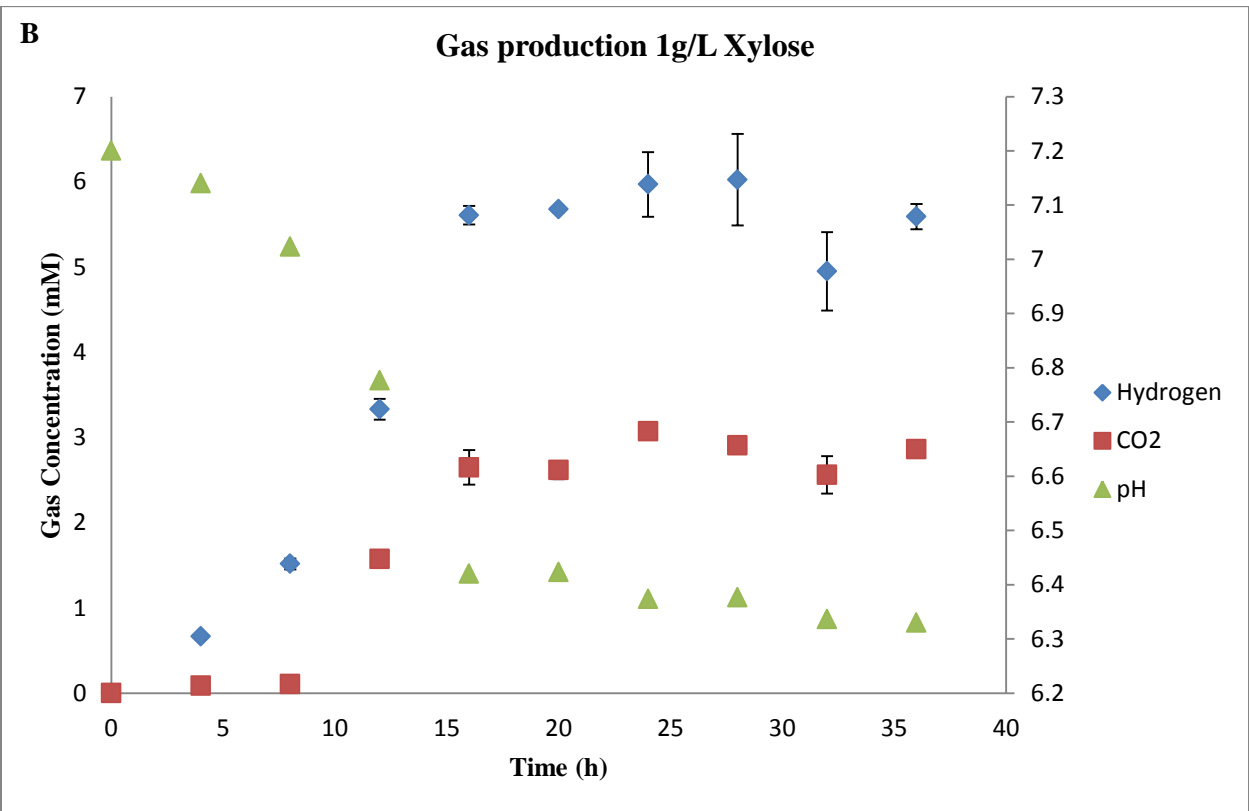

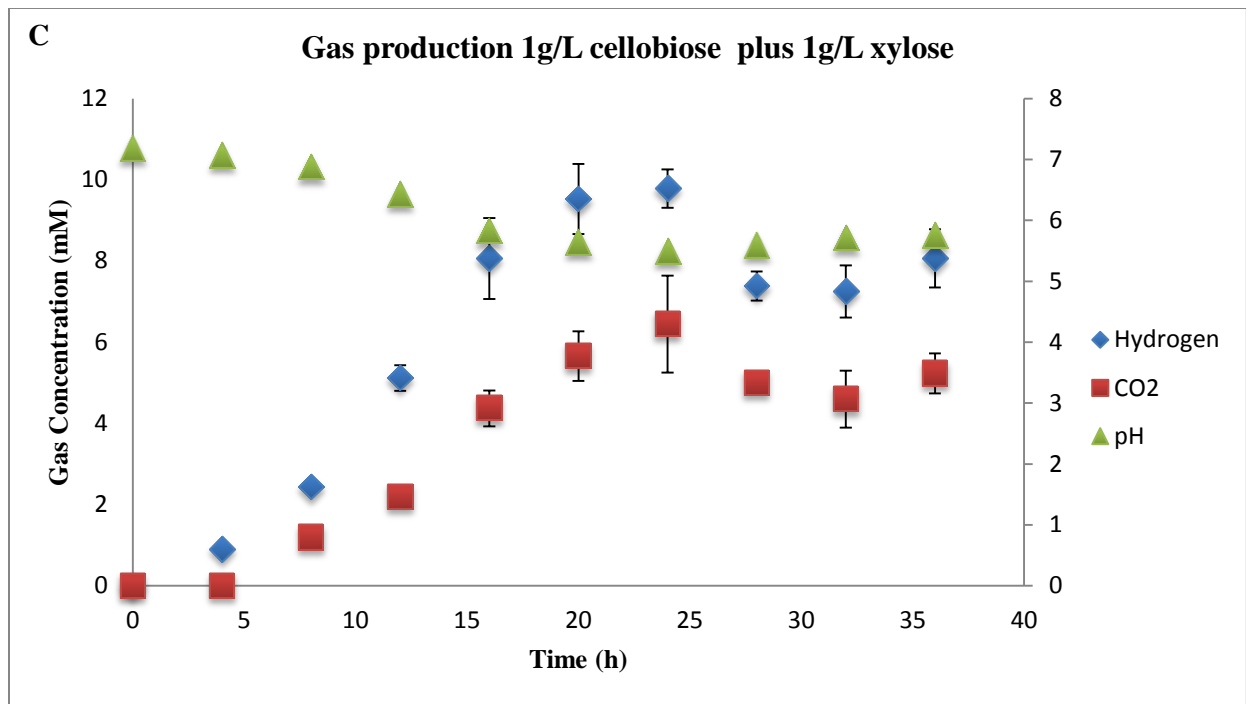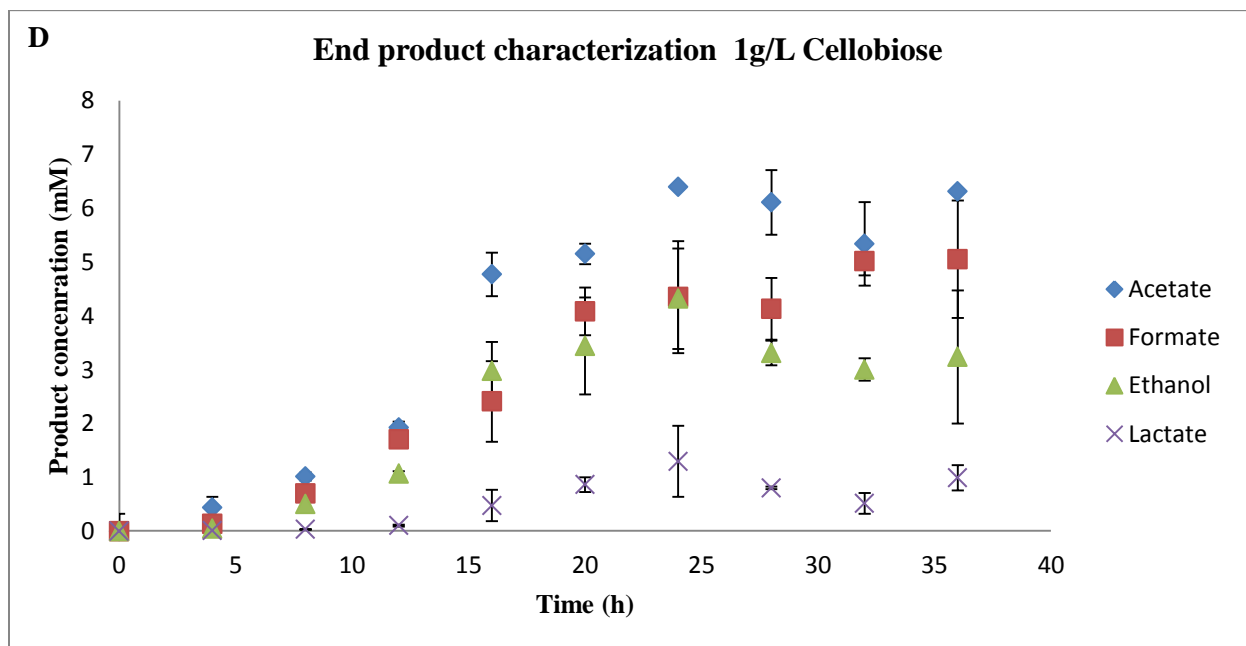

**E****End product characterization *C.termitidis* + 1g/L xylose**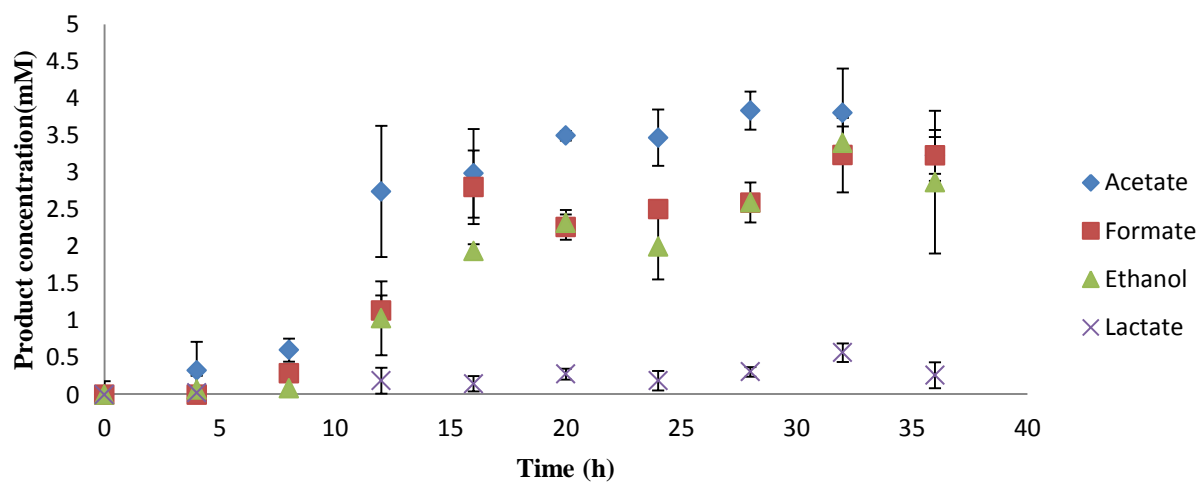**F****End product characterization 1g/L cellobiose plus 1g/L xylose**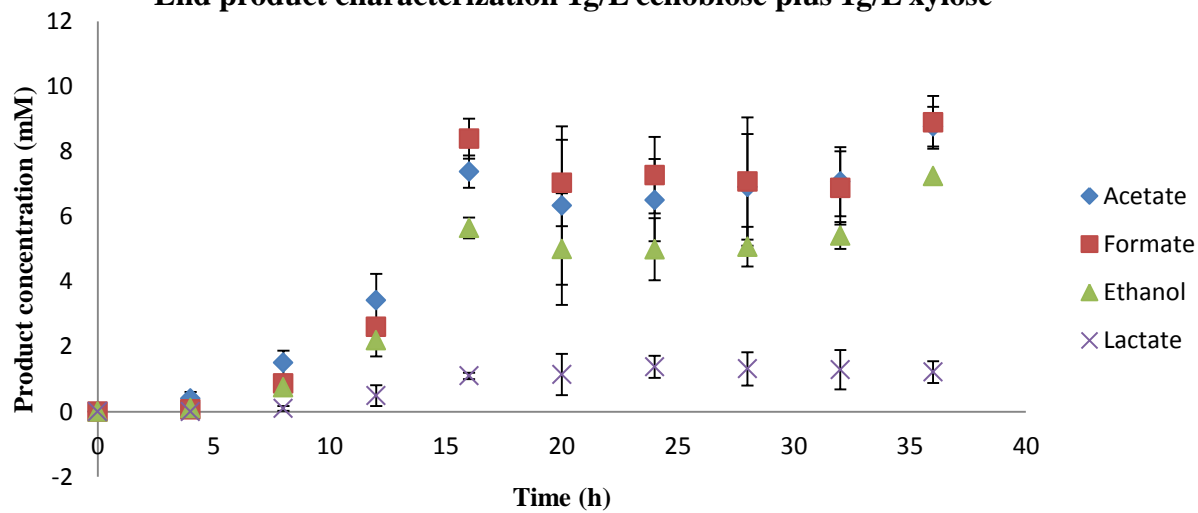

**Supplement:** Additional file 10: — Gas production and soluble end-product synthesis patterns of C.termitidis cultured on 1 g/L cellobiose, 1 g/L xylose, and 1 g/L cellobiose plus 1 g/L xylose. Gas production (A) in 1 g/L cellobiose cultures; Gas production (B) in 1 g/L xylose cultures; Gas production (C) in 1 g/L cellobiose plus 1 g/L xylose cultures; soluble end products (D) in 1 g/L cellobiose cultures; soluble end products (E) in 1 g/L xylose cultures; soluble end products (F) in 1 g/L cellobiose plus 1 g/L xylose culture. Bars above and below the means represent standard deviation between replicates.

How the deposited data were processed for this re-analysis (not part of the article)

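RNA of *C. termitidis* was measured in 8 samples: 2 biological replicates on each of 4 substrates (cellobiose, xylose, α-cellulose and xylan), taken in exponential phase. Per the Methods of the paper, the authors sequenced the RNA on an Illumina platform, aligned exact 100-mers with an in-house engine and summed the alignments over each annotated gene. The deposited files hold the log2 of those summed counts to 2 decimals, which the authors corrected neither for library size nor for gene length, and a blank where nothing was counted. Values below 6 were checked to be the log2 of whole numbers, and 15495 of 15495 values listed in Additional file 6 were equal to those in the files. Each file lists 5307 genes. Converted back, the total counts of replicates 1 and 2 were 6729660 and 6560738 on cellobiose, 7510989 and 6979622 on xylose, 6360978 and 6628158 on α-cellulose and 7142127 and 5133765 on xylan. The median counted gene had from 5.95 to 7.09 log2 counts per sample. For a gene with fewer than 10 counts in a sample, counting alone makes a ratio uncertain. The rounding to 2 decimals adds less than 0.01 to any log2 value.

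The design set before the files arrived was a model for counts, and for files of log2 values it named limma with a trend on the log2 values as the fallback, which was used. Blanks were set to 0, the log2 of a single count; this was decided after the files arrived. Genes with at least 2 counts in at least 2 samples were kept, which left 5192. Each sample was centred on the median of its differences from the gene means, over the 4804 genes counted in all 8 samples. A single limma fit with the 4 substrates as groups gave each log2 fold change with its SE and a moderated p with 9.68 degrees of freedom. Every adjusted p for a single gene is the Benjamini-Hochberg adjusted p of limma within a contrast, and a gene counts as changed when it is under 0.05. With 2 replicates per substrate, the spread between replicates is estimated from all 4 substrates together. Gene sets (the cellulosomal genes of Table 2, the glycolysis genes of Fig. 3, the hydrogenase genes of Table 4 and the genes with a cre site of Additional file 8) were tested with camera in limma at an inter-gene correlation of 0.01, adjusted over 12 tests. Expression values printed beside a claim are means ± SD of the uncentred log2 counts of the 2 replicates.

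The Znet scores were computed again by the Z-score procedure of the Methods for genes with at least 2 counts in all 4 samples of a comparison. Cross-state and replicate differences were each scaled to a mean of 0 and an SD of 1. The system S/N is the mean SD of the cross-state differences over that of the replicate differences. Znet is the absolute difference between the cross-state vector length times the system S/N and the replicate vector length, with the sign of the change, scaled again. The merging step is not given as a formula in the paper; it was worked out from the listed values of Additional file 6 before the files arrived. Squared Pearson correlations across genes were computed between replicates and between RNA and the protein values of Additional file 6, without a p, since genes are not independent replicates. Neighbouring genes were counted against 10000 shuffled gene orders with a fixed seed, and annotated phage genes were compared with the other genes by a Fisher exact test.

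Genes were named by a rule set before the files arrived: every gene that the paper names by locus tag in its text, Tables 2 to 4, Figs. 3 to 6 or Additional files 7, 9 and 11. To these were added, for each of the 3 comparisons with cellobiose, the 3 largest rises and the 3 largest falls among genes it does not name. Those had to have an adjusted p under 0.05, at least 10 counts in every sample of the higher group, and both replicates of one substrate above both of the other.

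The limma script was tested on simulated data drawn from the real means and totals with a replicate coefficient of variation of 21.6 %: 145 of 200 changed genes were recovered, 88 of the 105 with a mean of at least 100 counts. None had the wrong direction, and 9 of the 154 genes called were unchanged. Where no gene was changed, 0 were called. In the same simulated data, 144 of 187 changed genes passed an absolute Znet of 1.65, as did 465 of 4874 genes in a comparison without any change. The 200 genes changed on α-cellulose only, up or down at random, with the same replicate variation for every gene. The simulation therefore cannot show how the centring performs where 1651 genes changed, nor the effect of deviations shared between substrates.

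The alternatives tried were scaling by total counts, no count filter, a stricter filter, a replicate block, only the 2 substrates compared in the fit, a 2-fold threshold, leaving out each sample in turn, and other count minimums and merging rules for the Z-scores. Quantile normalization, log2(count + 1) in limma, voom weights and Z-scores of all genes with blanks set to 0 were added after the data had been seen. Gene length, GC content, gene coordinates and reads shared between similar genes were left out, because no reference genome was used here here. Proteomic ratios were not analysed, since their spectra are not in the files analysed here, and COG classes were not counted, since the files do not give them. The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.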

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

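For each comparison with cellobiose, the 3 largest rises and the 3 largest falls among genes that the paper does not name are listed here. Their signal lies outside the genes of the article. In all 18, both replicates of one substrate lay above both of the other. The rule that selected them required an adjusted p under 0.05 in limma, so these p-values do not count as separate evidence.

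On xylose, 3 neighbouring genes annotated as parts of a sugar ABC transporter rose most. Cter_4671 went from 0.79 ± 1.12 (SD, n = 2) to 8.88 ± 0.22 log2 counts, a log2 fold change of 8.06 ± 0.49 (SE, n = 2 per substrate, adjusted p = 7.2e-06); Cter_4672 rose by 7.56 ± 0.30 (adjusted p = 8.3e-07) and Cter_4670 by 7.32 ± 0.51 (adjusted p = 1.8e-05). The largest falls were in Cter_1307 (oxidoreductase), with −4.62 ± 0.40 (adjusted p = 8.5e-05), its neighbour Cter_1308 (coenzyme F390 synthetase), with −4.48 ± 0.39 (adjusted p = 8.5e-05), and Cter_4501 (radical SAM peptide maturase), with −4.48 ± 0.66 (adjusted p = 0.0031). Mean counts of these 3 on xylose were 2.82, 2.50 and 0.79 on the log2 scale, so the size of the fall is poorly determined.

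On α-cellulose, the gene with the largest rise was Cter_1372 (peptidoglycan-binding domain), which went from 2.70 ± 0.16 (SD, n = 2) to 14.69 ± 0.72 log2 counts, a log2 fold change of 11.67 ± 0.46 (SE, n = 2 per substrate, adjusted p = 5.5e-07). Cter_1377 (hypothetical protein) went from 3.75 ± 0.23 to 14.66 ± 0.71, with 10.59 ± 0.45 (adjusted p = 5.7e-07), and Cter_3482 (AAA+ ATPase) from 0.00 ± 0.00 to 10.12 ± 0.65, with 9.80 ± 0.43 (adjusted p = 6.3e-07). Falls were largest for Cter_5177 (Spo0E-like regulator), with −4.46 ± 0.50 (adjusted p = 0.00013), Cter_1744 (ATPase), with −4.41 ± 0.45 (adjusted p = 7.9e-05), and Cter_4292 (AraC-type response regulator), with −4.23 ± 0.43 (adjusted p = 8e-05).

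With xylan, Cter_4736 (sugar ABC transporter permease) rose by 8.14 ± 0.55 (SE, n = 2 per substrate, adjusted p = 7.9e-06), Cter_4317 (trehalose utilisation) by 8.10 ± 0.77 (adjusted p = 9.6e-05) and Cter_0369 (oxidoreductase) by 7.93 ± 0.37 (adjusted p = 6.9e-07). The replicates of Cter_4317 on xylan spread widely, at 9.74 ± 1.94 (SD, n = 2) log2 counts. Cter_0311 (polyketide synthase) changed by −4.27 ± 0.31 (adjusted p = 1.5e-05), Cter_1304 (DNA repair photolyase) by −4.27 ± 0.42 (adjusted p = 0.00012) and Cter_3682 (acyl carrier protein) by −3.99 ± 0.43 (adjusted p = 0.00026). Several flagged genes lie in runs of neighbours that changed together: Cter_3482 in Cter_3462 to Cter_3483, Cter_4736 in Cter_4727 to Cter_4737, Cter_1304 and both falling xylose neighbours in Cter_1301 to Cter_1308, and Cter_0311 in Cter_0304 to Cter_0312.

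Technical explanations were tested for the 18 genes together, with predictions made only after the changes had been seen. With total count scaling 18 of them kept an adjusted p under 0.05. That count had little room to come out otherwise, since the genes were chosen for large changes. The sizes say more: the smallest change was 3.99, and the scaling moved none of the 18 by more than 0.36. These values argue against the centring as the cause of the 18 changes. In all 4 fits that each left out one of the samples compared, 18 of the 18 kept an adjusted p under 0.05; since the selection already required both replicates to agree, this says little about an aberrant sample. Blanks set to 0 touched 3 of the 18 genes (Cter_4501, Cter_5177 and Cter_4736), the highest number that the prediction allowed. In these, a blank and a single count are treated alike. Reads shared between similar genes, batches, and reads from another organism could not be tested without a genome or batch records. Gene length and GC content are the same in every sample for a given gene, but an effect of GC that differs between libraries was not tested. A response to the substrate may explain these changes, but as a hypothesis that cannot be told apart from the explanations left untested or undecided.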

How the results depend on the processing

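The samples, the comparisons, the tests, the count filters and most alternatives were set before the processed files arrived. Setting blanks to 0, quantile normalization, log2(count + 1) in limma, voom weights and Z-scores of all genes with blanks set to 0 were chosen after seeing the data. Of 54 headline results, 21 kept their direction, their side of the threshold or their size under every alternative. A count of genes was taken as kept if it stayed within 1.5-fold of the main value. The 21 included the 32 cellulosomal genes changed on α-cellulose (31 to 32 across the 4 fits that each left out one of the samples compared). Also among them were the counts of genes with an absolute Znet of at least 1.65, which moved within that limit. The system S/N and the absence of a shift of the hydrogenase and cre genes were kept too. Of 169 log2 fold changes of named genes, 127 were unchanged, and so were 119 of the 146 with an adjusted p under 0.05.

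Leaving out 1 sample moved the counts of changed genes most. Across the 8 fits, the genes changed ran from 104 to 271 on xylose (main 242), from 837 to 1761 on α-cellulose (main 1651) and from 146 to 437 on xylan (main 348). Genes up ran from 55 to 117, 593 to 1045 and 86 to 236, and genes down from 49 to 161, 242 to 732 and 57 to 203, in the same order. With a single sample left on 1 substrate, its SE grows and fewer genes pass, which could explain the lower counts. In the 4 fits without one of the samples compared, the cellulosomal genes changed ran from 0 to 3 on xylose (main 3) and 0 to 2 on xylan (main 2), the glycolysis genes from 4 to 6 on α-cellulose (main 11) and 0 to 1 on xylan (main 3), and the hydrogenase genes from 4 to 8 on α-cellulose (main 10).

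Total count scaling gave 350 genes down on α-cellulose against 658 with the main centring; quantile normalization, chosen after seeing the data, gave 1040. The median gene had 6.93 and 7.09 log2 counts on α-cellulose and 6.27 and 6.32 on cellobiose, while the mean total was not larger, so scaling by totals shifts the genes on α-cellulose up (1379 genes up) and forcing equal distributions shifts them down (763 up). With total count scaling, 5 cellulosomal genes changed on xylose and 6 on xylan, 6 glycolysis genes on α-cellulose, and 1 hydrogenase gene on xylan (main 0). With only the 2 substrates compared in the fit, 5 cellulosomal and 3 hydrogenase genes changed on xylan; the spread is then taken from those 4 samples alone. Voom weights, added later, left 0 cellulosomal genes changed on xylose and 0 on xylan; they give genes with few counts less weight. Taking log2(count + 1), also added later, gave 1 hydrogenase gene on xylan.

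Adding the replicate block, with the pairing taken from the replicate numbers in the labels, gave 5 cellulosomal genes changed on xylose, 5 on xylan and 1 hydrogenase gene on xylan; 294, 1790 and 442 genes changed on xylose, α-cellulose and xylan. The deviations of replicates with the same number, correlated across genes, gave r = 0.34 for xylose with xylan and at most 0.10 for the other pairs of substrates. The block removes the part of the spread that xylose and xylan share, which could explain the higher counts.

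Camera depends on the correlation assumed between genes. With the correlation estimated from the set in place of 0.01, the adjusted p of the cellulosomal genes was 0.67 on xylose (main 3.8e-06), 0.34 on α-cellulose (main 1.2e-23) and 0.67 on xylan (main 9.3e-05), and that of the glycolysis genes on α-cellulose 0.42 (main 0.031). The estimate comes from the replicate residuals of few samples and treats genes that vary together as fewer independent genes, which could explain the change. The rise of single cellulosomal genes on α-cellulose does not rest on this test.

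The signal SD followed the count minimum. With at least 10 counts it was 0.94, 1.37 and 1.03 on xylose, α-cellulose and xylan (main 0.99, 1.52 and 1.15). With at least 1 count it was 1.03 on xylose and 1.18 on xylan, and with all genes and blanks set to 0, added later, 1.03, 1.63 and 1.19. The replicate R2 was 0.982, 0.935 and 0.933 on cellobiose, xylose and xylan with at least 10 counts, and 0.974, 0.949, 0.961 and 0.946 on cellobiose, xylose, α-cellulose and xylan as log2(count + 1), against 0.976, 0.943, 0.958 and 0.938. In that order, 95.0, 96.0, 97.3 and 95.2 % of genes had at least 2 counts in either replicate and 90.7, 91.9, 94.1 and 90.1 % in both, against 97.9, 98.0, 98.9 and 97.7 % with 1 count in either. The RNA-protein R2 was 0.328 on cellobiose with at least 10 counts (main 0.333), and with replicate 2 only 0.304 on xylose (main 0.318) and 0.279 on α-cellulose (main 0.288). A higher minimum removes genes with few counts, which narrows both the spread of expression values and the noise and could explain these shifts.

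A few values changed sign; none of them had an adjusted p under 0.05 in the main fit. Without replicate 1 of xylose, the log2 fold change of Cter_2438 on xylose was −0.04 (range −0.04 to 0.80). The ranges across the fits without a sample were −0.65 to 0.06 on xylose and −0.03 to 0.29 on xylan for Cter_2504, −1.69 to 0.05 on xylan for Cter_0038 and −0.11 to 0.94 on xylose for Cter_0037. After quantile normalization, chosen after seeing the data, Cter_2504 had −0.02 on xylan (main 0.14) and Cter_3589 0.12 on α-cellulose (main −0.42). Letting Znet keep its own sign where the replicates differ more than the substrates gave −0.23 for Cter_2504 on xylan (main 0.22) and −0.16 for Cter_0037 on xylose (main 0.19).

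Among the other rows for log2 fold changes of named genes, 90 lost an adjusted p under 0.05 and 16 gained one, while 1915 did neither; 68 of the losses came from leaving out a sample. For Znet of named genes, 142 rows moved and 611 did not, and for ranks 10 moved and 42 did not. DESeq2 and edgeR with RLE normalization, set before the files arrived, were not run, because the files hold log2 values and not counts; nor was the filterByExpr function of edgeR, whose rule was applied by hand as the stricter filter. Depth limits genes under about 10 counts per sample: a blank and 1 count are alike there, and a fall to 0 has no determined size. It also limits the absence of a detectable change in weakly expressed genes to that statement.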

Differences from the paper's values

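Of 146 values that the paper states and that were computed here, 21 differed by more than the spread between replicates. All are among the 122 Znet scores of single genes against cellobiose. The merging step of Znet was worked out from scores that the paper lists, so agreement of the other Znet scores is partly built in. A gap is called closed where an alternative's value no longer differed from the paper's by more than the spread between replicates. Some of these values hardly moved, so a closed gap is not a match with the paper. Among the alternatives set before the files arrived, a minimum of 1 count closed the gap for 9 of the 21, all genes as log2(count + 1) for 7, replicates paired crosswise for 5 and the mean of the 2 cross-state Z-scores for 3. Znet keeping its own sign and a minimum of 10 counts closed none; Cter_0391 and Cter_0392 have too few counts for a score with that minimum. In the sentences that follow, the alternatives not named left their gap open.

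Cter_4496 on xylose had −13.82 against the paper's −13.5, and the gap closed with a minimum of 1 count (−13.61). For Cter_4496 on xylan the paper's score is −10.67 and the value here −10.93, and the gap closed with replicates paired crosswise (−10.89) and a minimum of 1 count (−10.88). On xylan, Cter_2437 scored 9.15, and 8.96 is the paper's value, and the gap closed with replicates paired crosswise (9.13) and a minimum of 1 count (9.12). The paper's 4.67 for Cter_3554 on α-cellulose stands beside 5.08 here, and the gap closed with a minimum of 1 count (4.89) and all genes as log2(count + 1) (4.89). Cter_3555 on xylan had 7.79 against the paper's 7.59, a gap that none of the alternatives set before the files arrived closed. For Cter_3556 on α-cellulose the paper's score is 4.67 and the value here 5.08, and the gap closed with the mean of the 2 cross-state Z-scores (4.34), a minimum of 1 count (4.89) and all genes as log2(count + 1) (4.87). On xylan, Cter_3556 scored 8.38, and 8.2 is the paper's value, a gap that none of the alternatives set before the files arrived closed.

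The paper's 4.86 for Cter_0391 on α-cellulose stands beside 6.31 here, a gap that none of the alternatives set before the files arrived closed. Cter_0391 on xylan had 10.34 against the paper's 8.84, and the gap closed with the mean of the 2 cross-state Z-scores (8.88). For Cter_0392 on α-cellulose the paper's score is 5.8 and the value here 6.38, a gap that none of the alternatives set before the files arrived closed. On xylan, Cter_0392 scored 9.62, and 10.06 is the paper's value, and the gap closed with all genes as log2(count + 1) (9.66). The paper's 9.65 for Cter_5427 on xylose stands beside 9.86 here, a gap that none of the alternatives set before the files arrived closed. Cter_5428 on xylose had 10.91 against the paper's 10.69, and the gap closed with replicates paired crosswise (10.83) and a minimum of 1 count (10.76). For Cter_1947 on α-cellulose the paper's score is 1.09 and the value here 1.24, a gap that none of the alternatives set before the files arrived closed.

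On xylose, Cter_1948 scored 4.64, and 4.51 is the paper's value, a gap that none of the alternatives set before the files arrived closed. The paper's 1.41 for Cter_1948 on α-cellulose stands beside 1.59 here, a gap that none of the alternatives set before the files arrived closed. Cter_0916 on α-cellulose had 3.21 against the paper's 2.96, and the gap closed with the mean of the 2 cross-state Z-scores (3.20), a minimum of 1 count (3.11) and all genes as log2(count + 1) (3.09). For Cter_2857 on xylan the paper's score is −0.62 and the value here −0.66, and the gap closed with all genes as log2(count + 1) (−0.62). On α-cellulose, Cter_3631 scored −0.01, and 0.05 is the paper's value, and the gap closed with replicates paired crosswise (0.06). The paper's −0.53 for Cter_4826 on xylose stands beside −0.50 here, and the gap closed with a minimum of 1 count (−0.52) and all genes as log2(count + 1) (−0.54). Cter_4826 on α-cellulose had −0.38 against the paper's −0.42, and the gap closed with replicates paired crosswise (−0.43), a minimum of 1 count (−0.39) and all genes as log2(count + 1) (−0.41).

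The alternative of all genes with blanks set to 0, which was chosen after seeing the values, closed the gap for 12 of the 21 scores: Cter_4496 on xylan (−10.85), Cter_2437 on xylan (9.07), Cter_3554 on α-cellulose (4.71), Cter_3555 on xylan (7.71), Cter_3556 on α-cellulose (4.71), Cter_0392 on α-cellulose (5.94), Cter_5428 on xylose (10.83), Cter_1947 on α-cellulose (1.11), Cter_1948 on α-cellulose (1.43), Cter_0916 on α-cellulose (2.99), Cter_4826 on xylose (−0.53) and Cter_4826 on α-cellulose (−0.41).

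Some statements of the paper also differ from the values here. The paper describes Cter_4441 as up on α-cellulose; its log2 fold change was 1.08 ± 0.46 (SE, n = 2 per substrate, adjusted p = 0.1) in limma and its Znet 0.32. This difference from the paper depends on the model: the adjusted p was 0.043 with the replicate block, 0.017 with only the 2 substrates compared in the fit, 0.033 with total count scaling and 0.028 with voom weights, added later, while Znet stayed under 1.65 under each alternative. The paper gives Cter_2433 the pattern of the xylanase cluster on both polysaccharides. On xylan its log2 fold change was 0.88 ± 0.28 (adjusted p = 0.095) and its Znet 0.68. Its S/N on xylan, 3.62, passed 2.8, the paper's cutoff for single genes, so this difference from the paper depends on the criterion. The cohesin gene Cter_0520, which the paper places among the highly expressed genes, was in the top 19.1 % on α-cellulose. For the GH94 phosphorylases Cter_2546 and Cter_2734 and the α-glucosidase Cter_3201 the paper states a rise on cellobiose over the other substrates. Against α-cellulose the log2 fold changes were −0.70 ± 0.47 (adjusted p = 0.29), −0.66 ± 0.26 (adjusted p = 0.082) and −0.78 ± 0.28 (adjusted p = 0.062). With only the 2 substrates compared in the fit, the adjusted p for Cter_2734 and Cter_3201 was 0.043 and 0.017. In this comparison Cter_3201 passed the S/N cutoff of 2.8 (4.42), but Cter_2734 (2.29) and Cter_2546 (1.81) did not.

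The paper lists xylose among the substrates on which Cter_2437, Cter_2438 and Cter_2439 rose; here the log2 fold changes on xylose were 0.50 ± 0.32 (SE, n = 2 per substrate, adjusted p = 0.53), 0.39 ± 0.39 (adjusted p = 0.73) and 0.41 ± 0.32 (adjusted p = 0.62). For Cter_0916, in a cluster that the paper finds responsive to xylose, the value on xylose was 1.19 ± 0.36 (adjusted p = 0.12). The paper reports no significant differences between substrates for glycolysis and for the hydrogenases; in limma 10 of the 22 glycolysis genes fell and 1 rose on α-cellulose, and 10 of the 19 hydrogenase genes changed. The same statement is made for lactate dehydrogenase Cter_2504, which changed by −1.49 ± 0.32 (adjusted p = 0.0064) on α-cellulose, and for Cter_0038 and Cter_0037, with −1.94 ± 0.52 (adjusted p = 0.018) and −1.77 ± 0.52 (adjusted p = 0.027). No absolute Znet reached 1.65 among those of these genes that had a score on α-cellulose. The paper's S/N cutoff for single genes, 2.8, was passed on α-cellulose by Cter_2504 (3.53) and Cter_0038 (3.22), but not by Cter_0037 (2.31). The hydrogenase genes Cter_4848, Cter_4849 and Cter_4850 also passed it there (3.70, 4.37 and 5.76).

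The paper calls the expression of Cter_2833 very low; it was 7.97 ± 1.20 (SD, n = 2) log2 counts on α-cellulose, with a log2 fold change of 4.64 ± 0.72 (SE, n = 2 per substrate, adjusted p = 0.0011) and a Znet of 2.26. The AdhE gene Cter_5426 is stated to be higher on cellobiose than on α-cellulose; the value was −0.75 ± 0.32 (adjusted p = 0.1). Of the genes from PEP to pyruvate that the paper describes as highly expressed, Cter_0412 lay in the top 19.1 % on α-cellulose and Cter_0809 in the top 11.9 % on xylose. The genome is given 5389 genes in the paper, and each file lists 5307. The system S/N here, 1.69 on xylose, 2.90 on α-cellulose and 1.94 on xylan, was higher than that of Additional file 5 in each comparison. The signal and noise SD were lower than those listed there. The RNA-protein R2 on α-cellulose lay just under the range that the paper gives.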

Other observations

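More genes changed on α-cellulose than on xylose or xylan, each against cellobiose: 1651 against 242 and 348 of 5192. The predictions for 4 technical explanations were made only after this was seen. Deeper libraries would show a larger total, but the mean total on α-cellulose was 6494568 counts against 6691626 on xylose and xylan. A total depends on few genes, however. The median counted gene had 6.93 and 7.09 log2 counts on α-cellulose and from 5.95 to 6.32 in the other samples. The total therefore cannot exclude a greater depth for most genes on α-cellulose. If the centring were the cause, the count would fall towards that of xylan with total count scaling; it was 1729 against 358. Leaving out 1 of the 2 α-cellulose samples gave at least 907. Among the 4804 genes counted in all 8 samples, where no blank was set to 0, 1527 changed on α-cellulose, 236 on xylose and 334 on xylan. Batches could not be tested, and the growth rate and sampling time on an insoluble substrate cannot be separated from the substrate itself. A wider response to α-cellulose may explain the count, as a hypothesis. Between xylan and xylose, 187 genes changed. Replicates of these substrates deviate alike by number, and with the replicate block, an alternative added here after seeing the data, the count was 221. No order against xylose and cellobiose is drawn from this: that comparison gave 242 genes and 294 with the block, but 129 and 104 without a replicate of cellobiose, where xylan against xylose gave 141 and 143.

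The Znet score merges lengths by an absolute difference, so a gene whose replicates differ more than its substrates can also pass 1.65. The prediction, made before the files arrived, was that such genes would be present, with low counts and no adjusted p under 0.05. Over the 3 comparisons 13 genes past 1.65 had an S/N under 1: 8 on xylose, 1 on α-cellulose and 4 on xylan. None of them had an adjusted p under 0.05 in limma. This part of the prediction decides little, since genes whose replicates differ more than their substrates can hardly pass there. Their median counts were 8, 105 and 8, against 125, 400 and 224 for the other genes past 1.65, so the counts were low on xylose and xylan but not for the gene on α-cellulose. This is consistent with replicate noise entering the score through the absolute value, in a small part of the 241, 330 and 195 genes past the cutoff.

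A hypothesis set before the files arrived was that genes next to a cre site are higher on the other substrates than on cellobiose, through catabolite repression. In the camera test the set of 137 tested genes did not shift: the adjusted p was 0.94 on xylose, 0.78 on α-cellulose and 0.78 on xylan, with median log2 fold changes of 0.10, 0.12 and 0.15. Single genes changed in both directions: 2 up and 8 down on xylose, 30 and 19 on α-cellulose, and 13 and 10 on xylan. A set without a shared shift can still hold regulated genes, so repression of single genes is not excluded.

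Replicates with the same number deviated alike on xylose and xylan. Across genes, the deviations of the replicates from their substrate mean correlated with r = 0.34 between these substrates, and the fourth principal component separated the replicate numbers of both. If few counts were the cause, the correlation would fall under 0.1 among genes with at least 100 counts in all 4 samples; it was 0.51 in those 1937 genes and 0.59 in the 433 with at least 10 times as many. This prediction was made after the correlation was seen, and genes are not independent replicates. Cultures or libraries of the same number handled together are a candidate explanation. No batch is recorded for the samples, so it could not be tested, and with 1 pair of replicates per substrate a shared direction can also arise by chance.

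Genes at least 4-fold higher on α-cellulose lay next to each other in the gene list. Among 544 such genes, neighbouring pairs were 4.8 times as many as the mean of 55.6 in 10000 shuffled gene orders, whose largest number was 81 (permutation p = 0.0001, the smallest that 10000 shuffles give). The prediction was made after the runs had been seen. Joint expression of neighbouring genes, as in operons, may explain this; reads that span a gene boundary could add to it and were not tested. Runs of at least 5 such neighbours numbered 21 on α-cellulose, and 16 of them hold no gene that the paper names. The longest, Cter_3462 to Cter_3483 with 22 genes, has phage tail and baseplate annotations and a median log2 fold change of 7.17 (range 3.31 to 9.80).

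This led to the hypothesis, formed after that run was seen, that annotated phage genes are induced on α-cellulose. Of the 23 tested, 9 (39.1 %) were up and 5 down, with a median log2 fold change of 0.97 (range −2.18 to 8.34), against 984 of 5169 other genes up (19.0 %). The Fisher exact p was 0.021. It treats neighbouring genes as independent, and 4 of the genes up (Cter_3468, Cter_3471, Cter_3474 and Cter_3480) lie in the run that prompted the test, so a single induced cluster may explain the excess.

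Further runs without a gene that the paper names are given as values only. On α-cellulose, the median log2 fold change was 3.44 for the 17 genes from Cter_3672 to Cter_3688 (peptide synthesis and transport annotations), 3.84 for the 15 from Cter_5158 to Cter_5172 (polyketide and peptide synthesis), 4.55 for the 12 from Cter_1969 to Cter_1980 (capsular polysaccharide) and 3.98 for the 5 from Cter_3350 to Cter_3354 (riboflavin). The 6 genes from Cter_3837 to Cter_3842 (thiamine) had 6.27 on α-cellulose and 4.07 on xylan. On xylan, the 11 genes from Cter_4727 to Cter_4737 (sugar transport, glycerol and dihydroxyacetone metabolism) had 6.99, and on xylose the 7 from Cter_2370 to Cter_2376 (tryptophan) had 2.69. The 8 genes from Cter_1301 to Cter_1308 had −3.64 on xylose and −3.44 on xylan, and the 10 from Cter_1743 to Cter_1752 had −3.38 on α-cellulose.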
